# Integrated Analysis of Hepatic miRNA and mRNA Expression Profiles in the Spontaneous Reversal Process of Liver Fibrosis

**DOI:** 10.3389/fgene.2021.706341

**Published:** 2021-07-22

**Authors:** Yang Tai, Chong Zhao, Tian Lan, Linhao Zhang, Yang Xiao, Huan Tong, Rui Liu, Chengwei Tang, Jinhang Gao

**Keywords:** miRNA, mRNA, liver fibrosis, spontaneous reversal, extracellular matrix, lysyl oxidase

## Abstract

Liver fibrosis results from the imbalance between extracellular matrix (ECM) production and degradation, which is a common pathological consequence of various chronic liver diseases. Although many miRNAs have been reported in liver fibrosis progression, miRNA-mRNA interactions in its reversal process remain to be elucidated. In the current study, we performed an integrated analysis of miRNA and mRNA expression profiles in the mouse model with the spontaneous reversal potency of liver fibrosis. A total of 102 miRNA and 2,845 mRNAs showed significant differential expression in reversal mice compared to fibrotic mice. Moreover, 3,769 putative negatively correlated miRNA-mRNA pairs were revealed to be potentially implicated in the biological function regulation of small molecule metabolism and ECM organization. By integrating miRNA-mRNA regulatory networks, mmu-miR-1843a-5p, mmu-miR-193a-5p, mmu-miR-194-2-3p, and mmu-miR-30c-2-3p were identified as lysyl oxidases-specific miRNAs that were correlated with fibrosis reversal. Our results provided potential candidate targets for the treatment of liver fibrosis.

## Introduction

Liver fibrosis, characterized by the excessive deposition of extracellular matrix (ECM), is a common pathological consequence of various chronic liver diseases, including viral hepatitis, alcoholic and metabolic associated liver diseases (Tsochatzis et al., 2014). Essentially, liver fibrosis is an abnormal wound-healing process response to chronic liver injuries due to various etiological factors (Kisseleva and Brenner, 2021). It was ever believed that liver fibrosis was not reversible. Nevertheless, several studies with sequential liver biopsies have already shown that hepatic fibrosis could be reversed in patients with hepatitis B, hepatitis C, non-alcoholic steatohepatitis (NASH), autoimmune hepatitis and secondary biliary fibrosis after the underlying causes of liver injury are removed (Hammel et al., 2001; Kweon et al., 2001; Arthur, 2002; Czaja and Carpenter, 2004; Dixon et al., 2004). However, the biological molecular mechanism regarding the spontaneous reversal of liver fibrosis is unclear.

MiRNAs are a class of evolutionarily conserved small (∼23 nucleotides in length), single-stranded non-coding RNA generated from the endogenous transcripts following a series of cleavages and modifications (Bartel, 2009). Mature miRNAs act as post-transcriptional regulators via the degradation or translational repression of the target mRNAs by binding to the complementary sequences. It has been estimated that over 30% of human genes are regulated by miRNAs, and one single miRNA may modulate hundreds of target mRNAs (Lewis et al., 2005). Recently, a competitive endogenous RNA hypothesis has been proposed that long non-coding RNAs and circular RNAs may serve as “miRNA sponges” by preferentially occupying the miRNA response elements to regulate mRNAs expression (Thomson and Dinger, 2016), highlighting the central position of miRNAs in cellular function. Accumulated evidence has demonstrated that the dysregulated miRNAs play a crucial role in the development of liver fibrosis by interfering with genes expression and downstream signaling pathways (Wang et al., 2021). Serous miR-122 may serve as a biomarker of inflammation and fibrotic severity in patients with alcoholic liver disease (Satishchandran et al., 2018) and hepatitis C (Bihrer et al., 2011; Trebicka et al., 2013). miR-155 and miR-378 exert pro-inflammatory effects by positively regulating the NF-κB signaling pathway in alcoholic and NASH induced fibrosis, respectively (Bala et al., 2016; Zhang et al., 2019). Thus far, little is known about miRNAs expression profile and their potential functions in the spontaneous reversal of liver fibrosis.

Ongoing liver fibrosis associated with angiogenesis may progress into irreversible cirrhosis with life-threatening complications even inactivation of primary diseases (Tsuchida et al., 2018). Therefore, it is very important to understand the biological molecular mechanism especial in expression of miRNAs and their target mRNAs related to fibrosis regression during the spontaneous reversal of liver fibrosis, by which it would be benefit for prevention of liver cirrhosis on the basis of etiological treatment.

In the present study, we analyzed the expression profiles of miRNAs and mRNAs in the mouse model with the spontaneous reversal potency of liver fibrosis on cessation of liver injuries after given sufficient time. Furthermore, the candidate miRNA-mRNA interactive networks were also defined preliminarily.

## Materials and Methods

### Animal Model and Sample Collection

*C57BL/6* mice (male, 8-week-old), weighing 20–22 g, were obtained from the Experimental Animal Center of Sichuan University (Chengdu, China). All animals were kept under the 12-h light/dark cycles with free access to food and water. The procedure for animal experiments was approved by the Animal Use and Care Committee of West China Hospital, Sichuan University (No. 2017005A).

Liver fibrosis of mice was induced by intraperitoneal injection of thioacetamide (TAA, 200 mg/kg, Sigma-Aldrich, United States) every 3 days for 8 weeks. Control mice received the same volume of normal saline. Control and TAA-fibrotic mice were sacrificed under anesthesia 72 h after the final TAA injection. The liver fibrosis reversal model of mice was firstly established with the same 8-week TAA injection as above. Then, the animals underwent spontaneous recovery for additional 8 weeks. Liver tissues were fixed with 4% paraformaldehyde (PFA) for histological and immunohistochemical examinations, or immediately snap-frozen in liquid nitrogen and stored at −80°C for further gene and protein analysis.

### Histological Examination

Liver samples fixed with 4% PFA were sectioned (5 μm thick) after embedded in paraffin and stained with hematoxylin and eosin (H&E) and Sirius Red. Five images per section (at × 100 magnification) from each mouse were selected and assessed by two experienced pathologists independently blinded to the experimental groups. The severity of liver fibrosis was graded according to the Ishak scoring system (Ishak et al., 1995).

### Immunohistochemistry Staining

Paraffin-embedded liver sections (3 μm   thick) were deparaffinized in xylene and rehydrated with graded ethanol dilutions. Antigen retrieval was performed at high temperature under high pressure in sodium citrate buffer (10 mM, pH = 6.0) for 20 min. After blocking with H_2_O_2_ and 10% goat serum, the sections were incubated with anti-collagen I (1:200, Abcam, United Kingdom) or anti-α-smooth muscle actin (α-SMA, 1:200, Abcam) overnight at 4°C followed by incubation with biotin-streptavidin-horseradish peroxidase (HRP) detection system (ZSGB-BIO, Beijing, China) at room temperature. Finally, the sections were stained with a solution of 3, 3’-diaminobenzidine (DAB, ZSGB-BIO) and counterstained with hematoxylin.

### Hepatic Hydroxyproline Measurement

Hepatic hydroxyproline content, a major component of collagen, was measured in 400–500 mg liver samples using the Hydroxyproline Assay Kit (Nanjing Jiancheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s instructions and expressed as microgram per gram tissue (μg/g liver).

### Western Blot Analysis

Whole proteins from liver tissues were extracted using a protein extraction kit (Nanjing KeyGen Biotech Co., Ltd., Nanjing, China). 50 μg (7.2 μg/μL, 7 μL) of proteins for each sample were resolved by 10% SDS-PAGE, transferred to PVDF membrane (Merck Millipore, United States), and blocked with 5% non-fat dry milk before incubated with anti-collagen I (1:1,000, Abcam), anti-α-SMA (1:4,000, Abcam) or anti-HSC70 (1:1,000, Santa Cruz Biotechnology, United States) overnight at 4°C. Then, the blots were washed and incubated with HRP-conjugated secondary antibodies (1:20,000, ZSGB-BIO) at room temperature for 2 h. Protein bands were visualized by chemiluminescence using Western Blotting Luminol Reagent (Merck Millipore), and densitometric analyses were made using Quantity One software (v4.6.2). Protein levels were normalized against HSC70 and were shown as fold changes relative to the control group.

### RNA Extraction and Quality Control

To obtain miRNA and mRNA expression profiles, total RNA was extracted from liver samples using TRIzol reagent (Thermo Fisher Scientific, United States). Next, the RNA samples were qualified and quantified as follows: RNA degradation and contamination were monitored on 1% agarose gels; RNA purity and concentration were then examined using the NanoPhotometer spectrophotometer (Implen, Germany); RNA integrity and concentration were finally assessed and quantified using the RNA Nano 6,000 Assay Kit of the Bioanalyzer 2,100 system (Agilent Technologies, United States). The data on the quality of RNA were provided in Supplementary Figure 1.

### Small RNA Sequencing (Small RNA-Seq) and Data Analysis

Small RNA libraries were constructed using the NEBNext Multiplex Small RNA Library Prep Kit for Illumina (NEB, United States), following the manufacturer’s instructions. Then, the purified libraries were quantified by Qubit 2.0 Fluorometer (Thermo Fisher Scientific), and validated by Agilent 2,100 bioanalyzer (Agilent Technologies). After cluster generation, the final library preparations were submitted for small RNA-seq on the Illumina-HiSeq 2500 platform (Illumina, United States) and 50 bp single-end reads were generated. Raw data were processed through custom perl and python scripts, and were then filtered by Q20, Q30, and GC contents. The acquired clean data were mapped to the mouse reference genome (mm10) and aligned against miRbase (Release 22.1) by Bowtie (v1.3.0) (Langmead et al., 2009) to identify mature miRNAs. For each sample, the miRNA expression profiles were normalized by transcript per million (TPM), as previously reported (Zhou et al., 2010). Differentially expressed miRNAs (DEMs) were analyzed using DESeq2 (v1.16.1), with a significance threshold of false discovery rate (FDR) < 0.05 and |fold change| ≥ 2.

### mRNA Sequencing (RNA-Seq) and Data Analysis

For RNA-seq, 1 μg of total RNA per sample was used for library preparation. The NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) was used for library construction, according to the manufacturer’s protocols. After purification and quantification, the libraries were subjected to 150bp paired-end sequencing on the Illumina NovaSeq platform (Illumina). As described above, quality-filtered reads were then mapped to the mouse reference genome (mm10) using HISAT2 (v2.2.1) (Kim et al., 2019). Read counts for each gene were obtained with featureCounts (v1.5.0-p3) and were standardized as fragments per kilobase million (FPKM). DESeq2 (v1.16.1) was used to analyze differentially expressed genes (DEGs) with a filter criterion of FDR < 0.05 and |fold change| ≥ 2. Heatmaps and volcano plots were generated to visualize gene expression patterns using TB (Toolbox for Biologists) tools (v1.082) (Chen C. et al., 2020) and GraphPad Prism 8.4.0 (GraphPad, United States), respectively. Small RNA-seq and RNA-seq were performed by Novogene (Beijing, China).

### miRNA-mRNA Integrated Analysis

The target genes of DEMs were predicted by an online tool miRWalk^1^ (Sticht et al., 2018), which collates data from multiple prediction programs (TargetScan, miRDB and miRTarBase). The intersections between the predicted target genes and DEGs were screened out for further Pearson correlation analysis. Since miRNA mainly inhibits the translational activity of its target mRNA, negatively paired miRNA-mRNA correlations were selected, according to the screening criteria of a *p-*value < 0.05 and a Pearson correlation coefficient (PCC) ≥ 0.8. DEGs involved in the negative miRNA-mRNA pairs were subjected to subsequent analysis. Then, the miRNA-mRNA interaction networks were constructed and visualized using Cytoscape software (v3.8.2).

### Functional Enrichment Analysis

To explore the functional roles of these significant DEGs, GO enrichment and KEGG pathway analysis were performed using Metascape^2^ (Zhou et al., 2019). The GO terms and KEGG pathways with FDR less than 0.05 were considered significantly enriched, and visualized by online bioinformatics platforms.^3^ Additionally, the enriched Reactome pathway interaction networks were constructed using Cytoscape plug-in ClueGO (v2.5.7).

### Protein-Protein Interaction (PPI) Network

The differentially expressed target genes were mapped to the STRING database^4^ (Szklarczyk et al., 2019) to screen PPI, and results were visualized by Cytoscape software as a network structure.

### Quantitative Real-Time PCR (qRT-PCR)

Total RNA was extracted from the frozen liver tissues using an RNA Isolation Kit (Foregene, Chengdu, China), according to the manufacturer’s instructions. Then, equal amounts of 1 μg RNA were reverse-transcribed into cDNA using RevertAid^TM^ First-Strand cDNA Synthesis Kit (Thermo Fisher Scientific) or miRcute Plus miRNA First-Strand cDNA Synthesis Kit (Tiangen, Beijing, China), respectively. qRT-PCR was performed in triplicate using SYBR Green qPCR Master Mix (Bimake, United States) on the CFX96 Real-Time PCR Detection System (Bio-Rad). Expression of miRNA and mRNA were normalized to U6 snRNA or *Gapdh*, and were shown as fold changes relative to the control group. Primer sequences were listed in Supplementary Table 1.

### Statistical Analysis

All data were expressed as mean ± standard deviation and analyzed by SPSS 19.0 software (SPSS, United States). The Student’s *t*-test was performed for comparisons between two groups, and one-way ANOVA (Students-Newman-Keuls test) was used for comparisons of multiple groups. A *p-*value < 0.05 was considered statistically significant.

## Results

### Model Establishment of the Spontaneous Reversed Liver Fibrosis

Following the animal treatment procedure shown in Figure 1A, we successfully established a mouse model of spontaneous reversed liver fibrosis. At the end of 8-week modeling, liver tissues in the TAA group showed a typical advanced fibrosis appearance with disordered hepatic lobular structure and continuous fibrotic septa (Figure 1B). However, the pathological characteristics of liver fibrogenesis and liver injury were remarkably regressed after TAA withdrawal for additional 8 weeks (Figure 1B). In support of this, Ishak score and hepatic hydroxyproline content in the recovery group were 43.6% and 25.2% lower than those in the TAA group, respectively, *p* < 0.05 (Figures 1C,D). Additionally, the protein levels of collagen I and α-SMA were also significantly decreased in the recovery group compared with the TAA group (Figures 1B,E).

**FIGURE 1:**
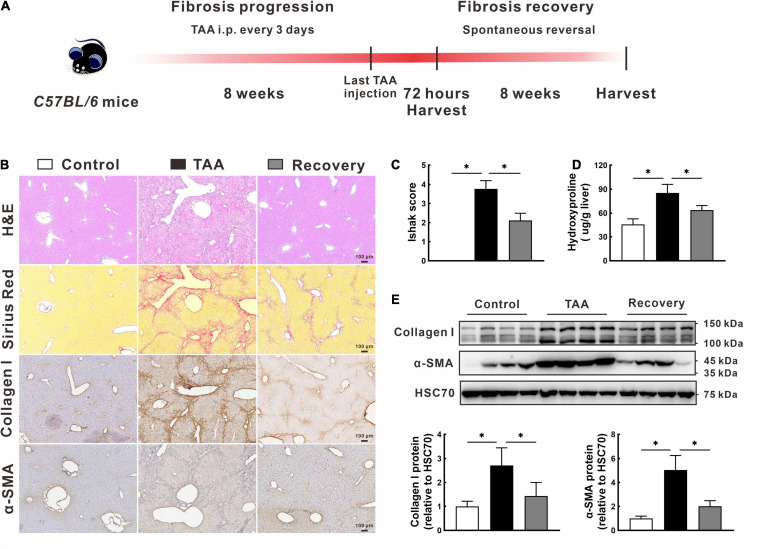
Model establishment of the spontaneous reversed liver fibrosis. **(A)** Flow diagram of the animal treatment procedure for establishing the spontaneous reversed liver fibrosis model. **(B–D)** Representative liver histology of H&E and Sirius Red staining, immunohistochemistry of collagen I and α-SMA **(B)**, and quantification of hepatic fibrosis as measured by the Ishak score **(C)** and hepatic hydroxyproline content **(D)**. **(E)** Expression of collagen I and α-SMA were determined by Western blot. Data were presented as mean ± SD. *n* = 6/group, *p < 0.05. α-SMA, α-smooth muscle actin; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; H&E, hematoxylin and eosin; TAA, thioacetamide.

### Identification of DEMs and DEGs

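Liver RNA from 3 mice of the control group, 3 of the TAA group and 3 of the recovery group was sequenced. Thioacetamide, which damages hepatocytes, was injected at 200 mg/kg every 3 days for 8 weeks in the TAA and recovery groups, and the control group received saline. Livers of the control and TAA groups were collected 72 h after the final injection, and livers of the recovery group after another 8 weeks without injections. The recovery mice were therefore 8 weeks older at collection, and no control group of that age was analysed here. The authors mapped the reads to the mouse genome (mm10), counted them on genes and deposited FPKM values (fragments per kilobase of gene per M mapped fragments), with 1 column per mouse and no further scaling between mice. The table lists 21873 genes by Ensembl identifier and symbol, of which 14005 were above 0 in all 9 libraries. From the steps between the lowest FPKM values, the depth was estimated at 26.8 to 40.6 M fragments per library, with a median of 32.6 M in the control group, 38.8 M in the TAA group and 40.3 M in the recovery group. FPKM were divided by a median-of-ratios factor per library, computed over the genes above 0 in all 9 libraries. This factor was 0.827 to 0.878 in the control group, 1.29 to 1.38 in the TAA group and 0.893 to 0.907 in the recovery group. The scaling moved the TAA group against the control group by 0.64 on the log2 scale. Groups were compared with limma (moderated test with a mean-variance trend, Benjamini-Hochberg adjustment) on log2(scaled FPKM + 0.1), over the 14094 genes with a mean FPKM of at least 0.1. Fold changes are on this scale, where the value of 0.1 added to each FPKM draws the fold changes of genes with low FPKM towards 0. The paper's criteria of FDR < 0.05 and a fold change of at least 2 were kept.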

In the miRNA and mRNA expression profiling by deep sequencing, 9 mice were selected from the control (*n* = 3), TAA (*n* = 3) and recovery group (*n* = 3). 

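Across the tested genes, Pearson's r of log2(scaled FPKM + 0.1) was 0.980 to 0.987 between libraries of the control group, 0.975 to 0.981 between libraries of the TAA group and 0.982 to 0.986 between libraries of the recovery group. Genes are not independent replicates, so these values describe the libraries and carry no test. Control and recovery libraries had an r of 0.971 to 0.980, recovery and TAA libraries of 0.909 to 0.919, and control and TAA libraries of 0.894 to 0.900. In a principal component analysis, the first component held 71.4% of the variance and parted the TAA group from the other groups. The second component held 7.83% and parted the recovery group from the control group.

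**Figure D1:**
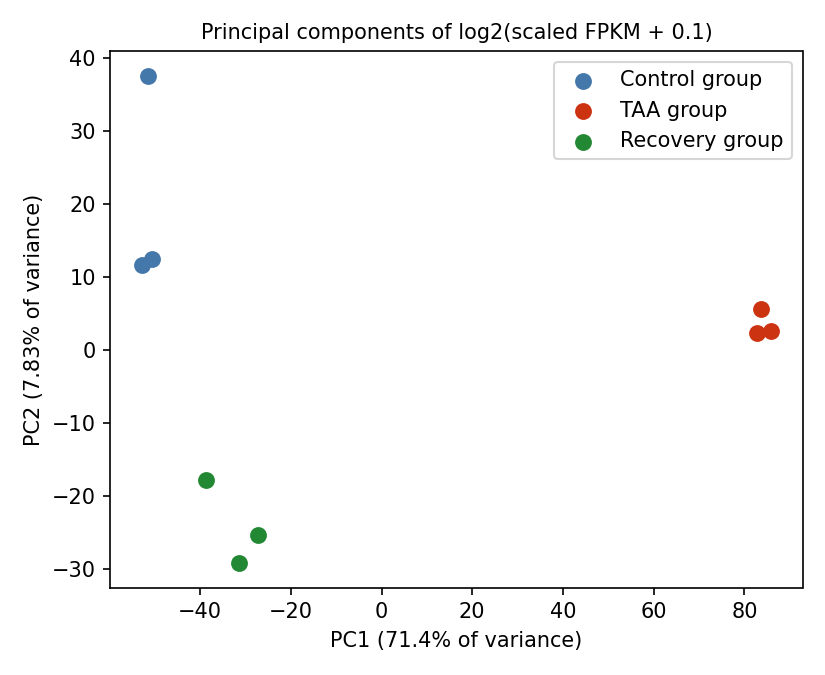
Principal components of the 9 libraries. Each point is 1 mouse, the x axis is PC1 (71.4% of the variance) and the y axis is PC2 (7.83%). The TAA group lies at 82.9 to 85.9 on PC1, and the control and recovery groups lie between -52.8 and -27.3.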

DEMs and DEGs were visualized in heatmaps (Figures 2A, 3A) and volcano plots (Figures 2B, 3B). Information on the top 20 DEMs and top 20 DEGs in detail was listed in Tables 1, 2, respectively. According to the screening criteria of FDR < 0.05 and |fold change| ≥ 2, 206 miRNAs were differentially expressed in the TAA group compared with the control group, among which 102 DEMs were reversed in the recovery group (Supplementary Table 2). Furthermore, 53 miRNAs were up-regulated in TAA-fibrotic mice while their expression was suppressed in mice with reversed liver fibrosis. There were 49 miRNAs down-regulated in TAA-fibrotic mice while rescued in mice with reversed liver fibrosis (Figure 2C). Among these DEMs, mmu-miR-592-5p was overexpressed with the highest fold change of 10.67. In contrast, mmu-miR-344d-3p was downregulated with the highest fold change of 18.96.

**TABLE 1:** The top 20 differentially expressed miRNAs in liver fibrosis reversal.

**Up-regulated miRNAs**	**Fold change**	**FDR**	**Down-regulated miRNAs**	**Fold change**	**FDR**
mmu-miR-592-5p	10.67	4.45E−27	mmu-miR-344d-3p	−18.96	3.78E−20
mmu-miR-29c-3p	3.92	1.17E−22	mmu-miR-218-5p	−16.31	1.37E−25
mmu-miR-455-3p	3.77	6.26E−15	mmu-miR-296-3p	−6.58	4.55E−07
mmu-miR-1843a-3p	3.62	7.16E−08	mmu-miR-190b-5p	−6.40	3.23E−14
mmu-miR-193a-5p	3.55	9.97E−10	mmu-miR-582-3p	−6.37	1.49E−11
mmu-miR-365-3p	3.52	1.88E−20	mmu-miR-3079-5p	−5.99	1.86E−04
mmu-miR-376b-3p	3.43	7.79E−07	mmu-miR-582-5p	−5.55	6.27E−08
mmu-miR-7240-5p	3.27	3.63E−02	mmu-miR-34a-5p	−5.32	5.09E−46
mmu-miR-122-5p	3.26	9.04E−14	mmu-miR-298-5p	−5.28	1.17E−04
mmu-miR-122b-3p	3.26	9.04E−14	mmu-miR-147-3p	−4.79	4.94E−04
mmu-miR-202-5p	3.23	3.76E−02	mmu-miR-135a-5p	−4.51	2.83E−03
mmu-miR-7219-3p	3.14	6.48E−10	mmu-miR-34c-5p	−4.41	1.19E−18
mmu-miR-215-3p	3.03	1.36E−02	mmu-miR-497b	−4.37	9.64E−04
mmu-miR-1948-5p	3.02	9.97E−10	mmu-miR-200b-5p	−4.28	7.55E−12
mmu-miR-193a-3p	2.99	1.23E−04	mmu-miR-18a-5p	−4.18	3.36E−04
mmu-miR-455-5p	2.92	6.45E−05	mmu-miR-3081-3p	−4.05	1.49E−03
mmu-miR-194-2-3p	2.87	1.67E−13	mmu-miR-467a-3p	−3.87	6.75E−03
mmu-miR-203-3p	2.86	4.20E−24	mmu-miR-467d-3p	−3.87	6.75E−03
mmu-miR-5615-5p	2.85	8.28E−04	mmu-miR-873a-5p	−3.76	1.79E−02
mmu-miR-5615-3p	2.81	1.02E−03	mmu-miR-200a-5p	−3.70	2.12E−09

*FDR, false discovery rate.*

**TABLE 2:** The top 20 differentially expressed mRNAs in liver fibrosis reversal.

**Up-regulated mRNAs**	**Fold change**	**FDR**	**Down-regulated mRNAs**	**Fold change**	**FDR**
*Mup19*	2.60E+04	2.20E−86	*Cyp3a16*	−1.73E+05	8.78E−158
*Mup15*	5.79E+03	3.62E−24	*Rdh16f1*	−2.49E+04	4.83E−04
*Mup8*	5.57E+03	2.34E−40	*Sprr1a*	−1.57E+04	8.85E−34
*Mup1*	2.36E+03	2.33E−144	*Acta1*	−1.31E+04	9.55E−07
*Meig1*	1.69E+03	6.86E−11	*Myh2*	−1.21E+04	8.31E−04
*Elovl3*	1.60E+03	6.03E−193	*Cfap44*	−1.18E+04	1.19E−36
*Mup17*	1.35E+03	2.31E−22	*Actn2*	−1.09E+04	2.21E−05
*Cyp11b1*	1.25E+03	5.87E−03	*Ckmt2*	−1.08E+04	9.35E−04
*Sult3a1*	1.05E+03	5.11E−08	*Usp9y*	−1.05E+04	9.56E−04
*Gabra5*	9.88E+02	9.15E−03	*Myl1*	−9.72E+03	1.03E−03
*Cyp11a1*	9.66E+02	8.19E−03	*Serpinb9f*	−9.36E+03	2.94E−21
*Cfd*	7.90E+02	2.34E−05	*Acsm4*	−9.21E+03	3.43E−26
*Rspo2*	7.39E+02	1.19E−02	*Pvalb*	−8.29E+03	1.19E−03
*Tmem132d*	6.35E+02	1.47E−02	*S100g*	−8.23E+03	8.44E−24
*Cdh9*	6.24E+02	1.55E−03	*Npy*	−7.99E+03	1.99E−15
*Mup7*	5.98E+02	2.09E−77	*Adamts16*	−7.92E+03	6.89E−24
*Slc1a2*	5.79E+02	1.78E−150	*Myh4*	−7.79E+03	1.28E−03
*Cntnap5a*	5.19E+02	1.91E−02	*Mybpc1*	−7.17E+03	5.91E−05
*St18*	3.69E+02	4.99E−03	*Tmc5*	−6.52E+03	4.43E−23
*Mup16*	3.61E+02	1.61E−52	*Arhgap26*	−6.47E+03	1.57E−03

*FDR, false discovery rate.*

**FIGURE 2:**
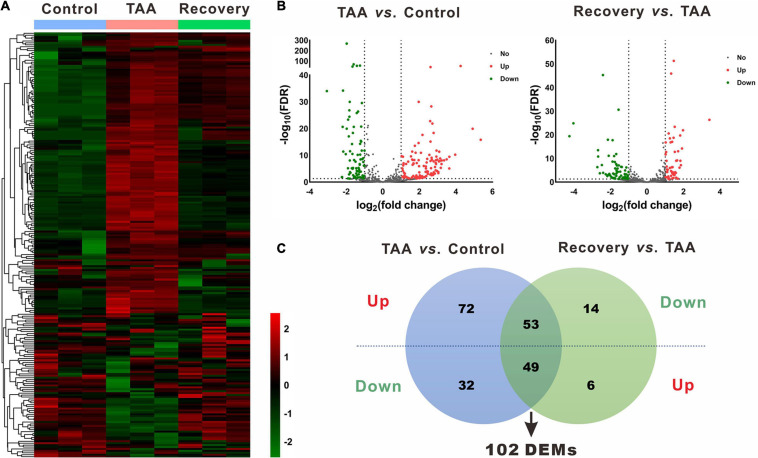
Identification of differentially expressed miRNAs (DEMs). **(A)** Heatmap of miRNAs via hierarchical cluster analysis. Colors from green to red represented the miRNA expression abundance from poor to rich. **(B)** Volcano plots of miRNAs between TAA and Control, and Recovery and TAA, respectively. Red dots represented up-regulated miRNAs, green dots represented down-regulated miRNAs, and gray dots represented miRNAs with no significant difference. **(C)** Venn diagram of DEMs between TAA-fibrotic mice and reversal mice. DEMs, differentially expressed miRNAs; FDR, false discovery rate; TAA, thioacetamide.

**FIGURE 3:**
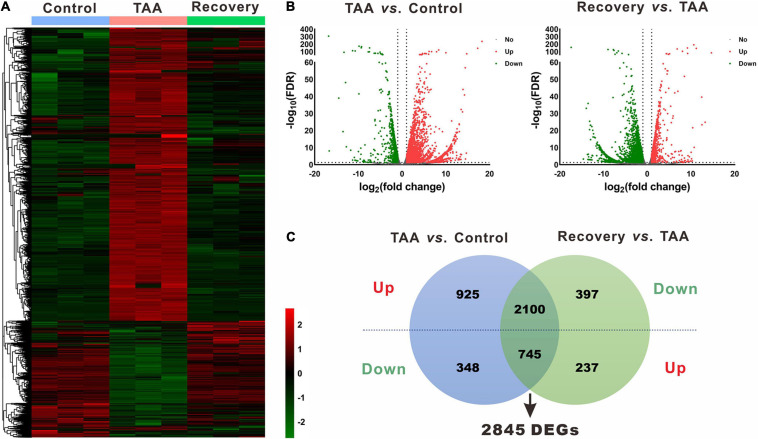
Identification of differentially expressed genes (DEGs). **(A)** Heatmap of mRNA via hierarchical cluster analysis. Colors from green to red represented the mRNA expression abundance from poor to rich. **(B)** Volcano plots of mRNAs between TAA and Control, and Recovery and TAA, respectively. Red dots represented up-regulated mRNAs, green dots represented down-regulated mRNAs, and gray dots represented mRNAs with no significant difference. **(C)** Venn diagram of DEGs between TAA-fibrotic mice and reversal mice. DEGs, differentially expressed genes; FDR, false discovery rate; TAA, thioacetamide.

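In the TAA group, 3520 genes were DEGs against the control group, 2389 of them higher and 1131 lower. The adjusted p alone was under 0.05 for 7683 of the 14094 tested genes. In the recovery group, 3017 genes were DEGs against the TAA group, 1003 of them higher and 2014 lower. These counts depended on the processing. With limma's treat against a fold change of 2, they were 1441 and 1084. With FPKM left as deposited, 4382 genes were higher and 421 lower in the TAA group, so that 91.2% of the DEGs were higher in place of 67.9%. Other settings lowered this share. It was 50.0% with 1 added to each FPKM in place of 0.1. With a mean FPKM of at least 1 it was 53.4%, and with quantile normalization 54.9%.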

Using the same criteria as for miRNAs, a total of 4,118 DEGs were identified in liver fibrosis. Notably, 2,100 out of 3,025 up-regulated mRNA transcripts upon TAA stimulation were suppressed on cessation of TAA exposure, while 745 out of 1,093 down-regulated mRNA transcripts were rescued simultaneously followed by the withdrawal of repeated liver damages (Figure 3C and Supplementary Table 3). 

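Of the 2389 genes that were higher in TAA-fibrotic mice, 1798 (75.3%) were lower again in the recovery group by the same criteria. Of the 1131 genes that were lower, 772 (68.3%) were higher again. Together these were 2570 reversed genes. Npas2, Slc34a2 and Arntl, 3 of the genes that had risen, rose further in the recovery group, and 1 gene that had fallen, Usp2, fell further (Usp2 was chosen after its values were seen). The share of the TAA change left in the recovery group was computed for each of the 3520 genes as the difference between the recovery and control means divided by the difference between the TAA and control means. Its median was 16.4%, with quartiles of 3.38% and 29.8%. For each recovery mouse alone the median was 10.4%, 16.5% and 20.5% (SD 5.13, n = 3). Over 50% of the change was left for 316 genes (8.98%). The genes were selected on the size of the TAA change, which is the denominator of this share.

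**Figure D2:**
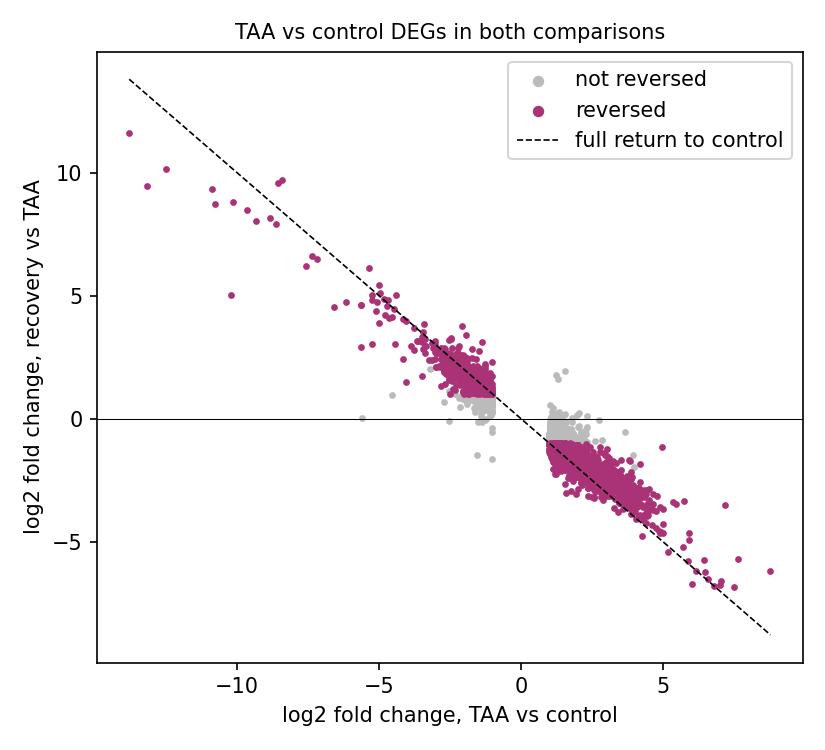
log2 fold changes of the 3520 DEGs of the TAA group. Each point is 1 gene, the x axis is its log2 fold change in the TAA group against the control group and the y axis that in the recovery group against the TAA group. The 2570 reversed genes are in purple and the others in gray, and a gene on the dashed line has returned to the control level.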

Within the identified 2,845 DEGs, *Cyp3a16*, *Rdh16f1*, *Sprr1a*, *Acta1*, *Myh2*, etc. were decreased, while *Mup19*, *Mup15*, *Mup8*, *Mup1*, *Meig1*, etc. were increased. 

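Cyp3a16 and Sprr1a were listed at 0 in all control and recovery libraries. Their scaled FPKM in the TAA group were 6.74, 10.2 and 5.27 for Cyp3a16 and 5.62, 18.7 and 12.9 for Sprr1a, and the adjusted p of the recovery group against the TAA group was 4.89e-06 and 1.52e-05, respectively (limma). Rdh16f1 was above 0 in 1 library only, TAA 1, with a scaled FPKM of 3.28 (adjusted p = 0.289). Acta1 had 0.0655, 0.0677 and 19.8 in the TAA libraries (adjusted p = 0.166), and Myh2 was above 0 only in TAA 3, with 2.32 (adjusted p = 0.291). The signal of Acta1 and Myh2 thus came from a single library, and these genes and Rdh16f1 were not DEGs at the criteria used here.
Mup19 (ENSMUSG00000078673), on chromosome 4 of mm10 from 61778324 to 61782269, had a scaled FPKM of 611 ± 72.7 (SD, n = 3) in the control group, 0.00436 ± 0.00755 in the TAA group and 135 ± 92.4 in the recovery group. Its log2 fold change was -12.51 in the TAA group against the control group (standard error 0.12, adjusted p = 6.52e-09) and 10.12 in the recovery group against the TAA group (standard error 0.41, adjusted p = 4.89e-06). With the TAA libraries at or near 0, these are lower bounds on the size of the change, set by the added 0.1. The rise in recovery was 11.59 for Mup15, 9.56 for Mup8 and 8.78 for Mup1, each in all 3 recovery mice. Major urinary protein genes lie in a cluster of near-identical paralogs, so reads can be shared between them. In the control group, Mup8 varied from 4.59 to 324 between mice. Meig1 was listed at 0 in all TAA libraries and had a scaled FPKM of 0.433 ± 0.0675 in the recovery group (adjusted p = 1.30e-04). Outside the genes named in the text, Table 2 and Figure 7, the largest rises among DEGs with no overlap between the groups were in Mup12, Mup2, Mup6, Mup14 and Slco1a1 (log2 fold changes of 6.50 to 8.71), and the largest falls were in Akr1c18, Cyp3a41a, Afp, Gm10639 and Cyp2a4 (-6.82 to -6.52). With 1 mouse left out in turn, the rise of Mup14 ranged from 4.34 to 7.81 and that of Mup2 from 6.68 to 10.2. The rise was 8.01 to 10.1 for Mup12, 7.81 to 8.28 for Mup6 and 6.39 to 6.64 for Slco1a1.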

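The recovery group was also compared directly with the control group. Here 140 genes were DEGs, of which 82 were higher and 58 lower in the recovery group, and 381 genes had an adjusted p under 0.05. Of these 140 genes, 47 were also higher and 29 also lower in the TAA group than in the control group, and 58 were not DEGs of the TAA group. The largest rises among the DEGs with no overlap between the groups were in Cdkn1a, Mmp7, Slc34a2, Npas2 and Arntl, with log2 fold changes of 3.81, 3.64, 3.48, 3.03 and 2.90. The largest falls were in Moxd1, Nxpe2, Dbp, Ciart and Susd4, with -5.57, -3.58, -3.21, -2.78 and -2.69. When limma's treat tested against a fold change of 2 itself, 0 genes passed, and 88 genes had an unadjusted p under 0.05. Npas2, Arntl, Dbp and Ciart follow the time of day, and the hour of collection was not analysed here.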

Overall, miRNA and mRNA with similar expression patterns in control and reversal mice and opposite to fibrotic mice may potentially relate to the progression and regression of liver fibrosis.

### Target Gene Identification and Functional Enrichment

One hundred and two DEMs and 2,845 DEGs identified in the previous steps were considered for the miRNA-mRNA integrated analysis. A total of 16,706 genes were consistently predicted as potential targets of 102 DEMs using an online bioinformatics database miRWalk. Then a Venn diagram showed that 2,492 overlapped genes were obtained between the predicted target genes and the identified DEGs (Figure 4A), which were selected for further correlation analysis. According to the standard of absolute PCC ≥ 0.8, we finally identified 11,434 differentially expressed miRNA-mRNA pairs, including 3,769 negative correlating pairs and 7,665 positive correlating pairs (Figure 4B). Since miRNAs generally suppress the expression of target mRNAs, those pairs where the miRNA and mRNA expression levels changed in the same direction were filtered out. In the case of 3,769 negative miRNA-mRNA interaction pairs, 2,168 pairs that composed 23 miRNA and 1,056 mRNA were up-regulated miRNAs *vs.* down-regulated mRNAs, while 1,601 pairs composed 53 miRNA and 434 mRNA were down-regulated miRNAs *vs.* up-regulated mRNAs (Supplementary Table 4).

**FIGURE 4:**
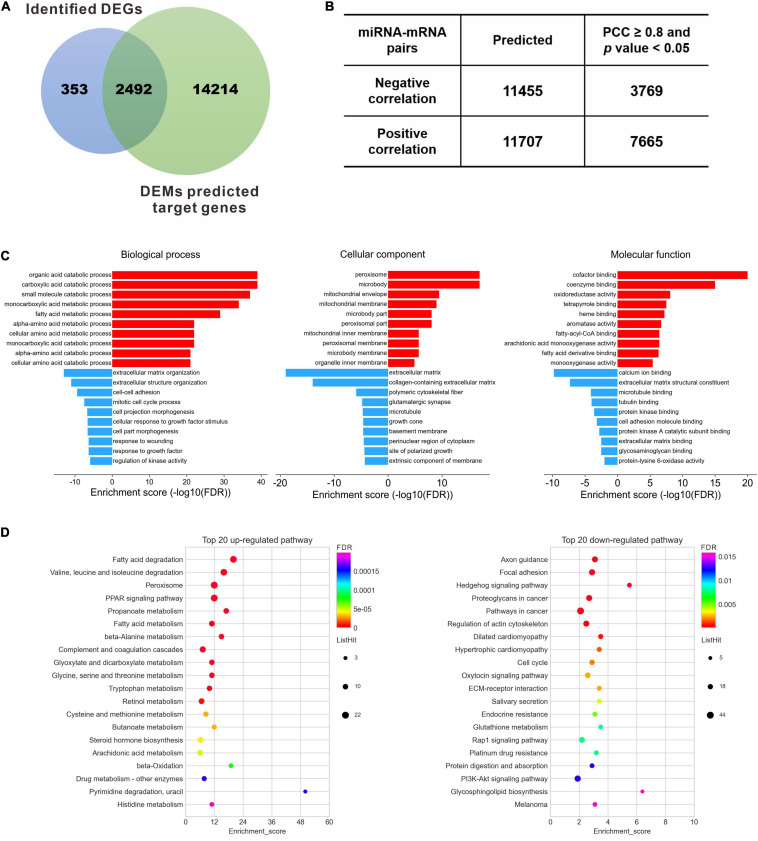
Target gene identification and functional enrichment. **(A)** Venn diagram between identified DEGs and predicted target genes of DEMs. **(B)** Pearson correlation analysis to identify the negative correlating miRNA-mRNA pairs. **(C)** Top 10 enriched GO terms of the corresponding biological process, cellular component and molecular function for the up- and down-regulated DEGs, respectively. **(D)** Top 20 enriched KEGG pathways for the up- and down-regulated DEGs, respectively. DEGs, differentially expressed genes; DEMs, differentially expressed miRNAs; FDR, false discovery rate; PCC, Pearson correlation coefficient.

To understand the biological function of these dysregulated target genes, GO enrichment and KEGG pathway analysis were performed for the 1,490 DEGs. 

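The genes of each term were taken from Supplementary Table 5. They hold only genes that the paper had already called in these libraries, so the counts describe the lists and do not test them. All 38 genes of the alpha-amino acid metabolic process were lower in the TAA group and higher again in the recovery group, with a median log2 fold change of -1.59 and 1.59, respectively. Of the 41 genes of the lipid catabolic process, all were lower in the TAA group and 40 were higher again, and of the 29 peroxisome genes, all were lower and 27 were higher again. Of the 56 genes of extracellular matrix organization, 51 were tested, 50 were higher in the TAA group and 48 were lower again, with median log2 fold changes of 2.60 and -2.00. Of the 62 tested genes of cell-cell adhesion, 62 were higher and 54 lower again, and of the 60 tested genes of the response to growth factor, 59 were higher and 54 lower again.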

GO analysis revealed that the up-regulated DEGs were enriched in the metabolic process of lipid and amino acids, peroxisome and membrane components, and protein binding and enzyme activity, while the down-regulated DEGs were enriched in terms related to ECM organization, such as cell-cell adhesion, response to growth factor, and polymeric cytoskeletal fiber (Supplementary Table 5). Ten most significantly enriched GO terms, involving biological processes, cellular component and molecular function, were shown in Figure 4C. The correlating transcripts were also analyzed for enrichment in KEGG pathway categories (Supplementary Table 6), and the top 20 KEGG pathways were identified for the up- or down-regulated DEGs (Figure 4D). Consistent with GO analysis, lipid and amino acid metabolism were significantly enriched by KEGG pathway analysis for the up-regulated genes (Figure 4D, left panel). In contrast, the top 20 down-regulated genes were mainly enriched in regulation of actin cytoskeleton, cell cycle, ECM-receptor interaction, protein digestion and absorption, and several signaling pathways, including the Hedgehog signaling pathway, Rap1 signaling pathway, and PI3K-Akt signaling pathway (Figure 4D, right panel).

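All 20 genes listed for fatty acid degradation were lower in the TAA group and higher again in the recovery group, with log2 fold changes from 1.02 to 5.11 in the latter. The same held for all 19 genes of valine, leucine and isoleucine degradation and all 21 genes of the PPAR signaling pathway, with a median rise in recovery of 1.49 and 2.03. Of the 22 genes listed for the peroxisome pathway, 21 were reversed. The exception, Acot8, fell short of a fold change of 2 in the recovery group, with a log2 fold change of 0.98 (it was chosen after its values were seen).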

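For the genes listed for ECM-receptor interaction and for protein digestion and absorption, the median log2 fold change in the recovery group against the TAA group was -2.07 and -2.48. Each of their 13 and 12 tested genes was reversed. Of the 18 cell cycle genes, 17 were reversed, with a median of -2.07, and the exception, chosen after its values were seen, was Cdkn2c (-0.50). In the regulation of actin cytoskeleton, 22 of 25 tested genes were reversed. For the Hedgehog, Rap1 and PI3K-Akt signaling pathways the numbers were 10 of 12, 16 of 19 and 25 of 29. Across these 7 lists, every tested gene had a positive log2 fold change in the TAA group and a negative one in the recovery group.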

### Regulatory Networks of Putative miRNA-mRNA Interaction

To further reveal the regulatory role of DEMs and DEGs in the spontaneous reversal process of liver fibrosis, we constructed miRNA-mRNA interaction networks based on the Reactome pathway database. Indeed, most up-regulated DEGs were enriched in the metabolic pathways, mainly focusing on biological oxidations, lipid metabolism, and amino acid metabolism (Figure 5A). 

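The members of gene families defined by symbol alone do not depend on which genes were called. For this reason, 16 families were tested against all other tested genes with limma's camera (Benjamini-Hochberg over the 16 families). Families such as the cytochromes P450, the collagens and the lysyl oxidases nonetheless match themes that the paper found in these same libraries. Their tests are thus not independent support for those themes. The median of all genes was subtracted from each family's median log2 fold change. The 74 cytochromes P450 differed from all genes by -0.90 in the TAA group against the control group (adjusted p = 4.61e-05) and by 1.25 in the recovery group against the TAA group (adjusted p = 3.56e-06), where 55 of the 74 rose. The 17 peroxins differed by -0.93 (adjusted p = 5.88e-06) and then by 0.66 (adjusted p = 2.57e-05). For the 10 acyl-CoA dehydrogenases the differences were -1.39 (adjusted p = 2.03e-04) and 1.15 (adjusted p = 4.02e-04). The 36 genes of oxidative phosphorylation complex I differed by -0.47 (adjusted p = 2.63e-06) and 0.69 (adjusted p = 2.07e-10). The first of these went to 0.00 with quantile normalization (adjusted p = 0.599). Against 10000 random lists matched on mean expression it did not pass either (adjusted p = 0.862). The fall in the TAA group was thus no larger than that of genes with similar expression. In the lists of Figure 5B, which hold genes the paper had called, 21 of 21 genes of biological oxidations, 56 of 57 of the metabolism of lipids and 40 of 40 of the metabolism of amino acids were reversed.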

By integrating these biological pathways for both miRNA and mRNA categories (Figure 5B), we found that multiple miRNAs and their target mRNAs were involved in respective metabolic regulation, totally covering more than 90% of the identified DEMs (50/53). Remarkably, distinct pathways might interact with each other through the hub genes. 

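Cyp2e1 had a scaled FPKM of 4409 ± 303 (SD, n = 3) in the control group, 352 ± 44.9 in the TAA group and 3130 ± 162 in the recovery group. Its log2 fold change was -3.65 in the TAA group against the control group (standard error 0.14, adjusted p = 3.58e-06) and 3.16 in the recovery group against the TAA group (standard error 0.13, adjusted p = 5.22e-06). For Cyp8b1 the rise in recovery was 4.81 (adjusted p = 4.31e-04), although the TAA mice ranged from 3.96 to 28.2 in scaled FPKM. Cyp3a13 rose by 1.23 (adjusted p = 3.88e-04). Among the genes shared by biological oxidations and amino acid metabolism, the rise was 3.50 for Gm4737, 2.96 for Mat1a, 1.39 for Gstz1 and 2.66 for Ahcy, with adjusted p from 6.63e-06 (Ahcy) to 4.45e-04 (Gm4737). All 3 recovery mice were above all 3 TAA mice for each of these genes. None of them was a DEG between the recovery and control groups.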

Lipid metabolism and biological oxidations might interact with each other via Cytochrome P450 genes (*Cyp2e1*, *Cyp8b1*, *Cyp3a13*, etc.), while biological oxidations might interact with amino acid metabolism through *Gm4737*, *Mat1a*, *Gstz1*, and *Ahcy*. Unanimously, *Acat1* might serve as a linker between lipid metabolism and amino acid metabolism.

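Acat1 (ENSMUSG00000032047), on chromosome 9 from 53580522 to 53610382, had a scaled FPKM of 97.3 ± 7.82 (SD, n = 3) in the control group, 25.4 ± 4.66 in the TAA group and 104 ± 8.60 in the recovery group. The log2 fold change was -1.95 in the TAA group and 2.04 in the recovery group against the TAA group (adjusted p = 3.46e-05 and 2.90e-05). With each mouse left out in turn, the latter stayed between 1.92 and 2.17.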

**FIGURE 5:**
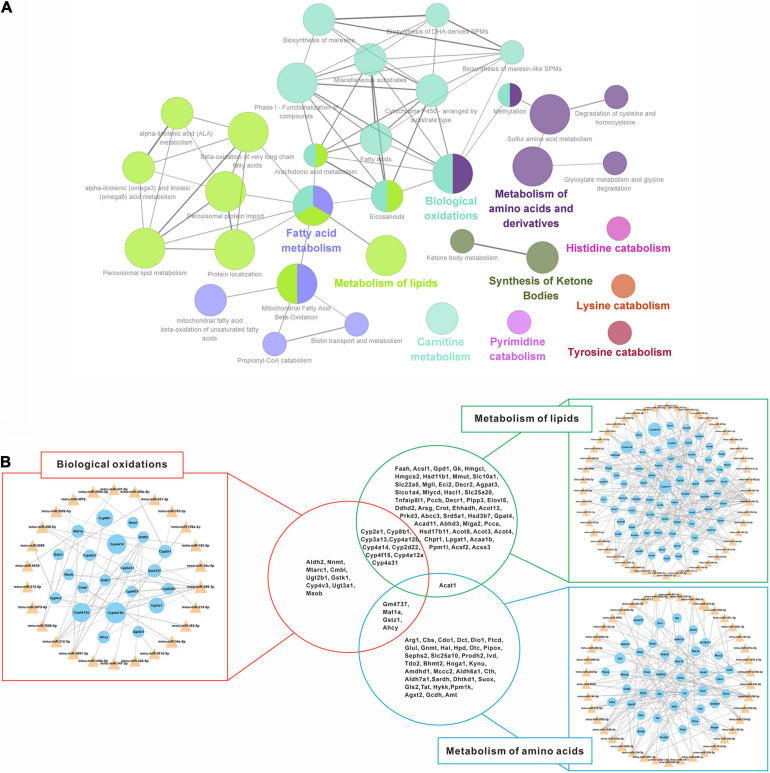
Regulatory networks of down-regulated miRNAs and up-regulated mRNAs interaction. **(A)** Enriched Reactome pathway interaction networks for up-regulated DEGs. Each node represented a Reactome pathway, and the colors indicated functional clusters of related biological pathways. The node size correlated with the enrichment significance, while the edge thickness reflected the strength of correlation between individual pathways. **(B)** Schematic overview of the miRNA-mRNA interaction networks in specific pathways. The triangles represented miRNAs and the circles represented the target mRNAs. The sizes of triangles and circles represented the fold changes in reversal mice compared to TAA mice, while the edge thickness represented Pearson correlation coefficient between miRNA and mRNA. DEGs, differentially expressed genes; TAA, thioacetamide.

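Families related to the extracellular matrix and to cell proliferation were tested in the same way. Relative to all genes, the median of the 33 collagens was 1.81 higher in the TAA group (adjusted p = 2.63e-06) and changed by -1.53 in the recovery group against the TAA group (adjusted p = 2.69e-06). The 20 integrins changed by 0.79 and -0.66, and the 11 laminins by 1.29 and -1.10. For the 16 matrix metalloproteinases the changes were 1.21 (adjusted p = 0.00474) and -1.01 (adjusted p = 0.0257). Over the other settings and the fits that left out 1 mouse, their adjusted p reached 0.0931 and 0.193. For the laminins it reached 0.136 and 0.127, so these families did not pass with every setting. The collagens and integrins stayed under 0.05. Among families of cell proliferation, the 8 cyclins changed by 2.78 and -2.64 (adjusted p = 3.48e-04 and 4.06e-04) and the 9 mini-chromosome maintenance genes by 1.76 and -1.97. For the mini-chromosome maintenance genes the adjusted p reached 0.103 and 0.0555 over these settings and fits. The 33 kinesins changed by 1.05 and -1.09 (adjusted p = 0.00266 and 0.00744), and this direction depended on genes with low FPKM, since with a mean FPKM of at least 1 the changes were -0.08 and 0.01.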

Additionally, 1,056 down-regulated DEGs were mapped preferentially to pathways associated with the extracellular matrix, cell proliferation, biosynthesis, and kinase signaling pathway (Figure 6A). 

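In the lists of Figure 6B, all 21 tested genes of ECM degradation, all 19 of collagen formation and all 11 of elastic fiber formation were higher in the TAA group. In the recovery group, 20, 18 and 10 of them were lower again. The genes that were not were Loxl3 in the latter pair of lists and Capn5 in the first, which was chosen after its values were seen (log2 fold change -0.997). The median log2 fold changes in the recovery group against the TAA group were -2.41, -2.17 and -2.38.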

Since liver fibrosis reversal is a dynamic process involving coordinated changes in ECM synthesis and degradation, pathways related to ECM organization (collagen formation, elastic fiber formation and ECM degradation) were selected to validate the miRNA-mRNA regulatory networks (Figure 6B). 14 out of 23 DEMs were directly involved in ECM degradation, of which 12 DEMs regulated collagen formation, and 8 DEMs regulated elastic fiber formation. Additionally, the genes encoding collagen (*Col1a1*, *Col7a1*, *Col8a1, Col12a1*, etc.) and elastic fiber (*Eln*) were involved in the ECM degradation by regulation of collagen and elastic fiber formation.

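Col1a1 (ENSMUSG00000001506), on chromosome 11 from 94936224 to 94953042, had a scaled FPKM of 1.01 ± 0.0233 (SD, n = 3) in the control group, 68.2 ± 16.4 in the TAA group and 2.32 ± 1.22 in the recovery group. Its log2 fold change was 5.91 in the TAA group against the control group (adjusted p = 1.65e-06) and -4.92 in the recovery group against the TAA group (adjusted p = 4.22e-05). Col8a1 changed by 2.90 and -2.41, Col12a1 by 1.23 and -1.57, and Eln by 4.21 and -2.90. The adjusted p of these genes in recovery ranged from 1.55e-04 (Eln) to 6.42e-04 (Col8a1). Col7a1 had a low scaled FPKM, at 0.199 ± 0.0513 in the TAA group, and changed by 1.08 (adjusted p = 0.0127) and -1.45 (adjusted p = 0.00243). Eln remained 1.31 higher in the recovery group than in the control group, with an adjusted p of 0.0523.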

**FIGURE 6:**
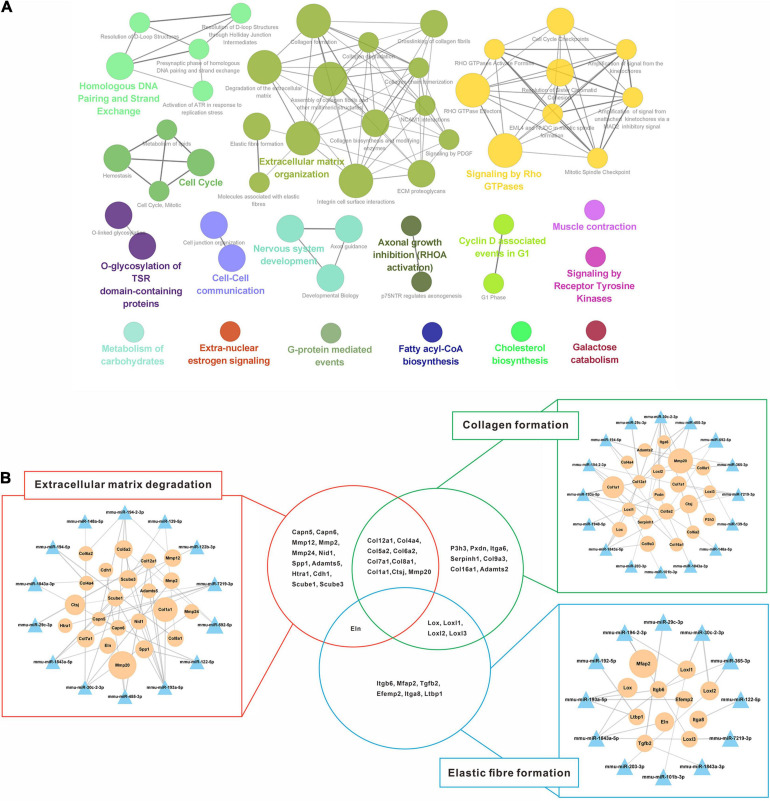
Regulatory networks of up-regulated miRNAs and down-regulated mRNAs interaction. **(A)** Enriched Reactome pathway interaction networks for down-regulated DEGs. Each node represented a Reactome pathway, and the colors indicated functional clusters of related biological pathways. The node size correlated with the enrichment significance, while the edge thickness reflected the strength of correlation between individual pathways. **(B)** Schematic overview of the miRNA-mRNA interaction networks in specific pathways. The triangles represented miRNAs and the circles represented the target mRNAs. The sizes of triangles and circles represented the fold changes in reversal mice compared to TAA mice, while the edge thickness represented Pearson correlation coefficient between miRNA and mRNA. DEGs, differentially expressed genes; TAA, thioacetamide.

### Key miRNA-mRNA Interaction Networks in Fibrosis Reversal

Collagen and elastin are major components of fibrotic tissues in the liver. Therefore, the DEGs intersections with collagen formation or elastin formation were assessed. 4 hub genes that belong to the lysyl oxidase (LOX) family (*Lox*, *Loxl1*, *Loxl2*, *Loxl3*, Figure 7A) were identified. 

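Lox (ENSMUSG00000024529), on chromosome 18 from 52516067 to 52529867, had a scaled FPKM of 0.117 ± 0.0629 (SD, n = 3) in the control group, 2.56 ± 0.180 in the TAA group and 0.262 ± 0.0961 in the recovery group. Its log2 fold change was 3.66 in the TAA group against the control group (standard error 0.25, adjusted p = 2.90e-05) and -2.91 in the recovery group against the TAA group (standard error 0.23, adjusted p = 5.61e-05). Loxl1 (ENSMUSG00000032334), on chromosome 9 from 58287738 to 58313186, changed by 3.08 and -2.48 (adjusted p = 7.68e-05 and 7.94e-04). Loxl2 (ENSMUSG00000034205), on chromosome 14 from 69609068 to 69695834, changed by 3.17 and -2.75 (adjusted p = 1.36e-05 and 5.81e-06). Loxl3 (ENSMUSG00000000693), on chromosome 6 from 83034173 to 83052562, rose by 1.25 in the TAA group (adjusted p = 0.00189) and changed by -0.93 in the recovery group (standard error 0.17, adjusted p = 0.00255), which is under a fold change of 2. It was a DEG in recovery with a pseudocount of 0.01, where its log2 fold change was -1.02, and with FPKM left as deposited. As a family, the 5 lysyl oxidases lay 3.06 above all genes in the TAA group (camera adjusted p = 0.00177). They differed by -2.47 from all genes in the recovery group against the TAA group (adjusted p = 0.00990). Over the other settings and the fits that left out 1 mouse, the latter adjusted p reached 0.0788, so it did not pass with every setting. The paper had called Lox, Loxl1, Loxl2 and Loxl3 in these same libraries, so the family test is no independent support for them. The remaining member, Loxl4, changed by 0.85 and 0.37 and was not a DEG. The paper identifies Lox, Loxl1, Loxl2 and Loxl3 as the DEGs shared by collagen and elastin formation, and from their place in both pathways it takes them as hub genes of the reversal.

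**Figure D3:**
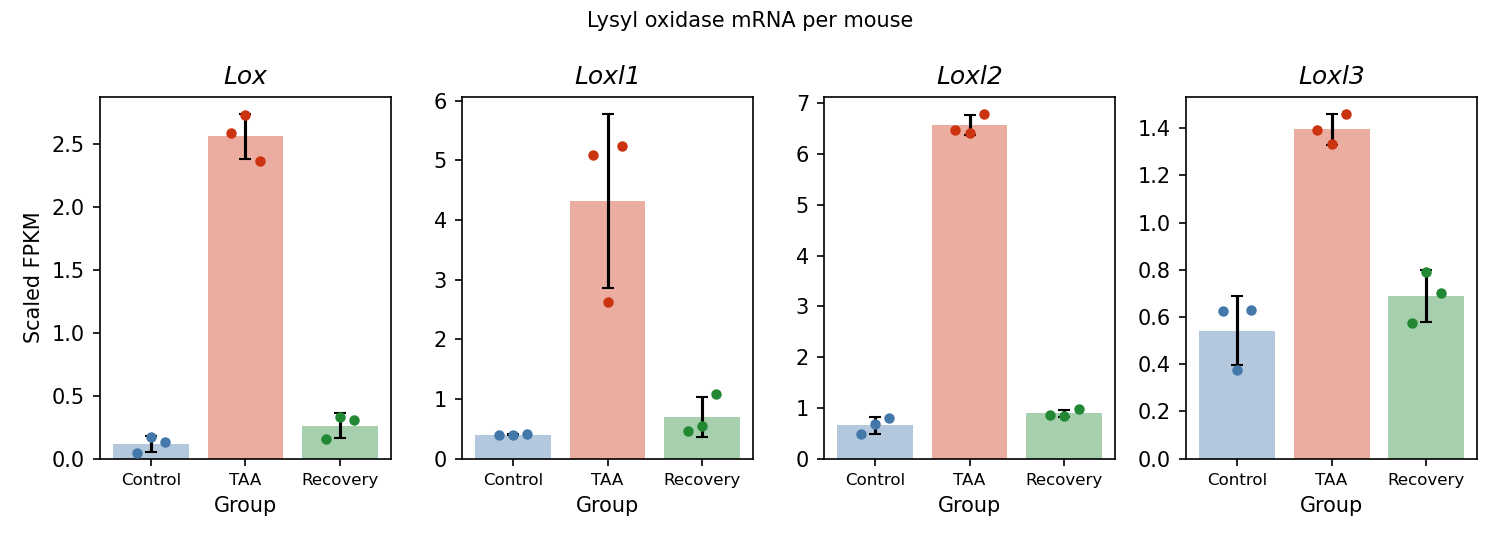
Scaled FPKM of Lox, Loxl1, Loxl2 and Loxl3 by group. Bars are means, error bars are SD and points are the 3 mice of each group. For each gene the 3 TAA mice lie above all control and recovery mice, with Loxl3 between 1.33 and 1.46 in the TAA group and between 0.573 and 0.792 in the recovery group.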

Using the STRING database, PPI network analysis was performed for all down-regulated mRNAs, and a sub-network was further constructed by highlighting the first-degree neighbors of these key hub genes obtained from the PPI analysis (Figure 7B). 

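Of the 31 genes drawn in Figure 7D, which include ECM genes, HSC markers and lysyl oxidases, all 31 were higher in the TAA group and 30 were lower again in the recovery group. Their log2 fold changes in the TAA group ranged from 1.11 to 5.91, with a median of 2.54. In the recovery group against the TAA group they ranged from -4.92 to -0.93, with a median of -2.24. No gene of this list was a DEG between the recovery and control groups, where the median log2 fold change was 0.41.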

Interestingly, we found that genes encoding ECM proteins and activated hepatic stellate cell (HSC) markers were closely clustered within the PPI network, suggesting their coordinate regulation on liver fibrosis reversal. To further clarify the miRNA-mRNA regulatory interactions, 4 overlapped miRNAs (mmu-miR-1843a-5p, mmu-miR-193a-5p, mmu-miR-194-2-3p, and mmu-miR-30c-2-3p) were identified based on a Venn diagram of DEMs targeting ECM component, HSCs activation and LOXs regulation (Figure 7C). These miRNAs and their target genes constructed a regulatory networks for miRNA-mRNA interactions (Figure 7D). A single miRNA might interact with different genes, while the same gene might be a target of different miRNAs. For example, mmu-miR-1843a-5p modulated *Lox*, *Loxl1*, and *Loxl3*, while *Loxl1* was the target of mmu-miR-1843a-5p, mmu-miR-194-2-3p, and mmu-miR-30c-2-3p. These data indicated complex interactions of miRNA-mRNA in the regulation of the spontaneous reversal of liver fibrosis.

**FIGURE 7:**
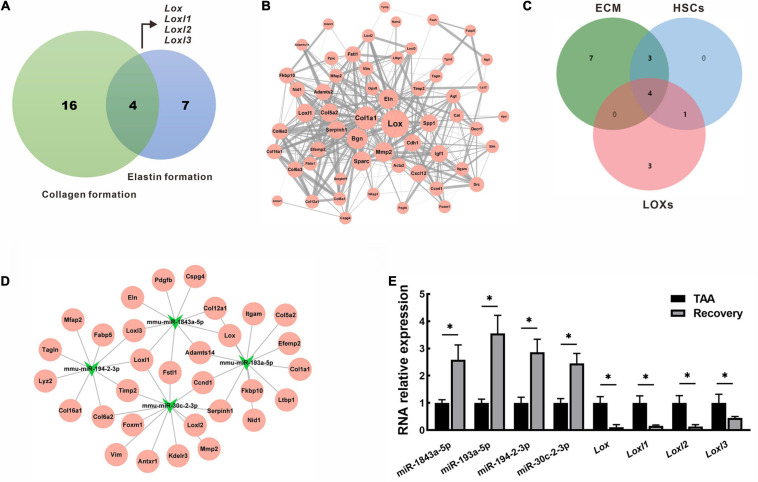
Identification and validation of key miRNAs and mRNAs in fibrosis reversal. **(A)** Venn diagram of DEGs between collagen formation and elastin formation to identify the hub genes. **(B)** PPI network of the hub genes (*Lox*, *Loxl1*, *Loxl2*, *Loxl3*) and their first-degree neighbors. The node size represented node degree in the PPI network, while the edge thickness reflected the combined scores between different nodes. **(C)** Venn diagram of DEMs targeting ECM component, HSCs activation and LOXs regulation. **(D)** miRNA-mRNA regulatory network of the overlapped miRNAs (mmu-miR-1843a-5p, mmu-miR-193a-5p, mmu-miR-194-2-3p, and mmu-miR-30c-2-3p) and their target genes. **(E)** Expression of miRNAs and mRNAs were validated by qRT-PCR in mice livers. Data were presented as mean ± SD. *n* = 6/group, *p < 0.05. DEGs, differentially expressed genes; DEMs, differentially expressed miRNAs; ECM, extracellular matrix; HSCs, hepatic stellate cells; LOXs, lysyl oxidases; Loxl1, lysyl oxidase-like 1; Loxl2, lysyl oxidase-like 2; Loxl3, lysyl oxidase-like 3; PPI, protein-protein interaction; qRT-PCR, quantitative real-time PCR; TAA, thioacetamide.

### Validation of Key miRNA and mRNA

To validate the RNA sequencing results, we selected key miRNAs (mmu-miR-1843a-5p, mmu-miR-193a-5p, mmu-miR-194-2-3p, and mmu-miR-30c-2-3p) and mRNAs (*Lox*, *Loxl1*, *Loxl2*, and *Loxl3*)for qRT-PCR analysis in livers from the TAA group and the recovery group. As shown in Figure 7E, the RNA expression patterns of real-time PCR data were consistent with that of RNA sequencing data. 

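In the sequenced libraries, the fall of these genes from the TAA group to the recovery group held when each mouse was left out in turn. The log2 fold change then stayed between -3.05 and -2.67 for Lox, -2.80 and -2.26 for Loxl1, -2.81 and -2.71 for Loxl2, and -1.02 and -0.82 for Loxl3. For a single gene, the smallest two-sided p that an exact permutation test of 3 mice against 3 can give is 0.1.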

Compared with TAA-fibrotic mice, miRNAs expression was significantly up-regulated while mRNAs expression was down-regulated in reversal mice, *p* < 0.05 (Figure 7E).

## Discussion

As an important pathological feature and an intermediate development stage for most chronic liver diseases, liver fibrosis develops and progresses due to the imbalance between ECM production and degradation (Karsdal et al., 2015). There is growing clinical evidence that early to moderate hepatic fibrosis can regress and possibly even resolve in a number of liver diseases based on histologic assessment (Ellis and Mann, 2012; Kisseleva and Brenner, 2021). In recent years, high-throughput sequencing technology enables a deep and efficient exploration at the molecular level for the regulatory mechanisms in fibrosis reversal (Stark et al., 2019). This study performed an integrative analysis of miRNA and mRNA expression profiles in the mouse model induced by TAA. A series of putative miRNAs and their target mRNAs were screened out. Their interactions and potential functions in the spontaneous reversal of liver fibrosis were revealed.

It has been known that miRNAs are epigenetic modulators that inhibit the expression of target genes. Although a lot of miRNAs have been identified in liver fibrosis progression, there is less report on miRNA-mRNA interactions and their regulatory mechanisms involved in fibrosis reversal. 102 differentially expressed miRNAs (DEMs), with 49 significantly up-regulated and 53 significantly down-regulated were identified in this study. Among them, miR-200a-5p and miR-122-3p have been reported as potential biomarkers associated with fibrosis progression (Van Keuren-Jensen et al., 2016). Interestingly, the miRNAs that regulate HSCs phenotype were consistently reversed with a concomitant decrease in hepatic ECM deposition. miRNAs that activate HSCs (miR-199a-3p and miR-214-3p) were significantly suppressed (Ma et al., 2018; Yang et al., 2020), while those restrain the proliferation and activation of HSCs (miR-378a-3p, miR-139-5p, miR-455-3p, and miR-193a-3p) were remarkably increased during the fibrosis regression (Hyun et al., 2016; Ju et al., 2019; Wei et al., 2019; He et al., 2021). Among the differentially expressed genes (DEGs), we obtained 2,845 differential genes between reversal mice and TAA-fibrotic mice. According to the integrative analysis, 3,769 putative negatively correlated miRNA-mRNA pairs containing 76 DEMs and 1,490 DEGs were revealed to be potentially implicated in the pathogenesis of this spontaneous reversal process. Nevertheless, 26 out of 102 DEMs failed to regulate the target genes, and only 52.4% of the DEGs were regulated by the corresponding miRNAs. These results suggested that a single miRNA could target multiple mRNAs, while multiple miRNAs could target a single mRNA. However, not all target genes had contrasting expression patterns compared to miRNA, which might be due to the synergistic or antagonistic regulatory effects of individual miRNAs with concordant or opposed function on the same intronic targets (Fabian et al., 2010).

GO enrichment and pathway analysis indicated that small-molecule metabolic pathways related to biological oxidation were strongly up-regulated during the reversal process of fibrosis. Substantial evidence has shown that lipotoxicity, originated from the imbalance between lipid uptake and utilization, is a key contributor to the development of fatty liver diseases by inducing endoplasmic reticulum stress, mitochondrial dysfunction and oxidative stress (Marra and vegliati-Baroni, 2018). As a canonical pathway involved in lipid metabolism, PPAR activation exerts potent anti-inflammatory, anti-steatosis, and anti-fibrosis effects due to its extended protection for hepatocytes, liver sinusoidal endothelial cells (LSECs), and HSCs via multi-pathways (Han et al., 2020). Several clinical trials of NASH indicated that PPAR agonists may improve steatosis, inflammation and fibrosis (Ratziu et al., 2016; Gawrieh et al., 2021). Our results provided valuable evidence that the PPAR pathway took part in the fibrosis regression regulation, and suggested that stimulation of PPAR pathway might serve as a potential therapeutic strategy for human liver fibrosis. Besides, the down-regulated DEGs were mainly enriched in signal transduction pathways related to ECM organization. Among these, Hedgehog and PI3K-Akt are two important stress-responsive pathways in the liver. During liver wound healing, both pathways are activated, ultimately leading to the transdifferentiation of HSCs into myofibroblasts, LSECs capillarization, and M2-polarization of macrophages (Yu et al., 2015; Machado and Diehl, 2018; Wang et al., 2019). Our results validated that deregulation of Hedgehog and PI3K-Akt signaling pathways was consistent with the ameliorative pathological characteristics of liver fibrogenesis in reversal mice. Although the small molecule inhibitors of Hedgehog and PI3K-Akt have been developed for use as anticancer agents, it is worthwhile to investigate their anti-fibrotic efficacy in future clinical trials.

Through the integration of the deregulated signaling pathways, we identified a series of genes in LOX family that affect collagen and elastin formation. Interestingly, all of these genes were significantly associated with those encoding ECM structures and activated HSCs markers in the PPI network. Supportively, LOXs-mediated cross-linking of both collagen and elastin throughout the initiation, progression, and regression of liver fibrosis (Chen W. et al., 2020). Over-expression of LOXs leads to an abnormal ECM synthesis and subsequent cross-linking, forming a vicious circle. The resultant ECM stabilization contributes to fibrosis progression and retards fibrolysis, for example, through matrix metalloproteinases-induced proteolytic degradation (Ikenaga et al., 2017; Zhao et al., 2018). As LOXs-specific miRNAs, mmu-miR-1843a-5p, mmu-miR-193a-5p, mmu-miR-194-2-3p, and mmu-miR-30c-2-3p identified in this study might be the potential pharmacological targets for the reversal of liver fibrosis.

In conclusion, the expression profiles of both miRNAs and mRNAs in the mouse model with the spontaneous reversal potency of liver fibrosis have been identified. Some differentially expressed miRNAs and their target mRNAs were correlated with fibrosis regression. A core functional miRNA-mRNA regulatory network which was meaningful to understand the molecular mechanisms for liver fibrosis reversal was constructed. The potential candidate targets for the treatment of liver fibrosis provided in this study need further elucidation.

## Data Availability Statement

The raw miRNA and mRNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GSE173961 and GSE173962).

## Ethics Statement

The animal study was reviewed and approved by the Animal Use and Care Committee of West China Hospital, Sichuan University.

## Author Contributions

CT and JG conceived and supervised the study. YT, CZ, TL, LZ, and YX performed the experiments. YT, HT, and RL analyzed the data. YT, JG, and CT wrote the manuscript with input from all the authors. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Integrated Analysis of Hepatic miRNA and mRNA Expression Profiles in the Spontaneous Reversal Process of Liver Fibrosis
**Source:** Front Genet. 2021 Jul 22;12:706341. doi: 10.3389/fgene.2021.706341
**Supplement:** Supplementary Figure 1 — Quality control and quantification of RNA samples.

**Supplementary Figures**

**
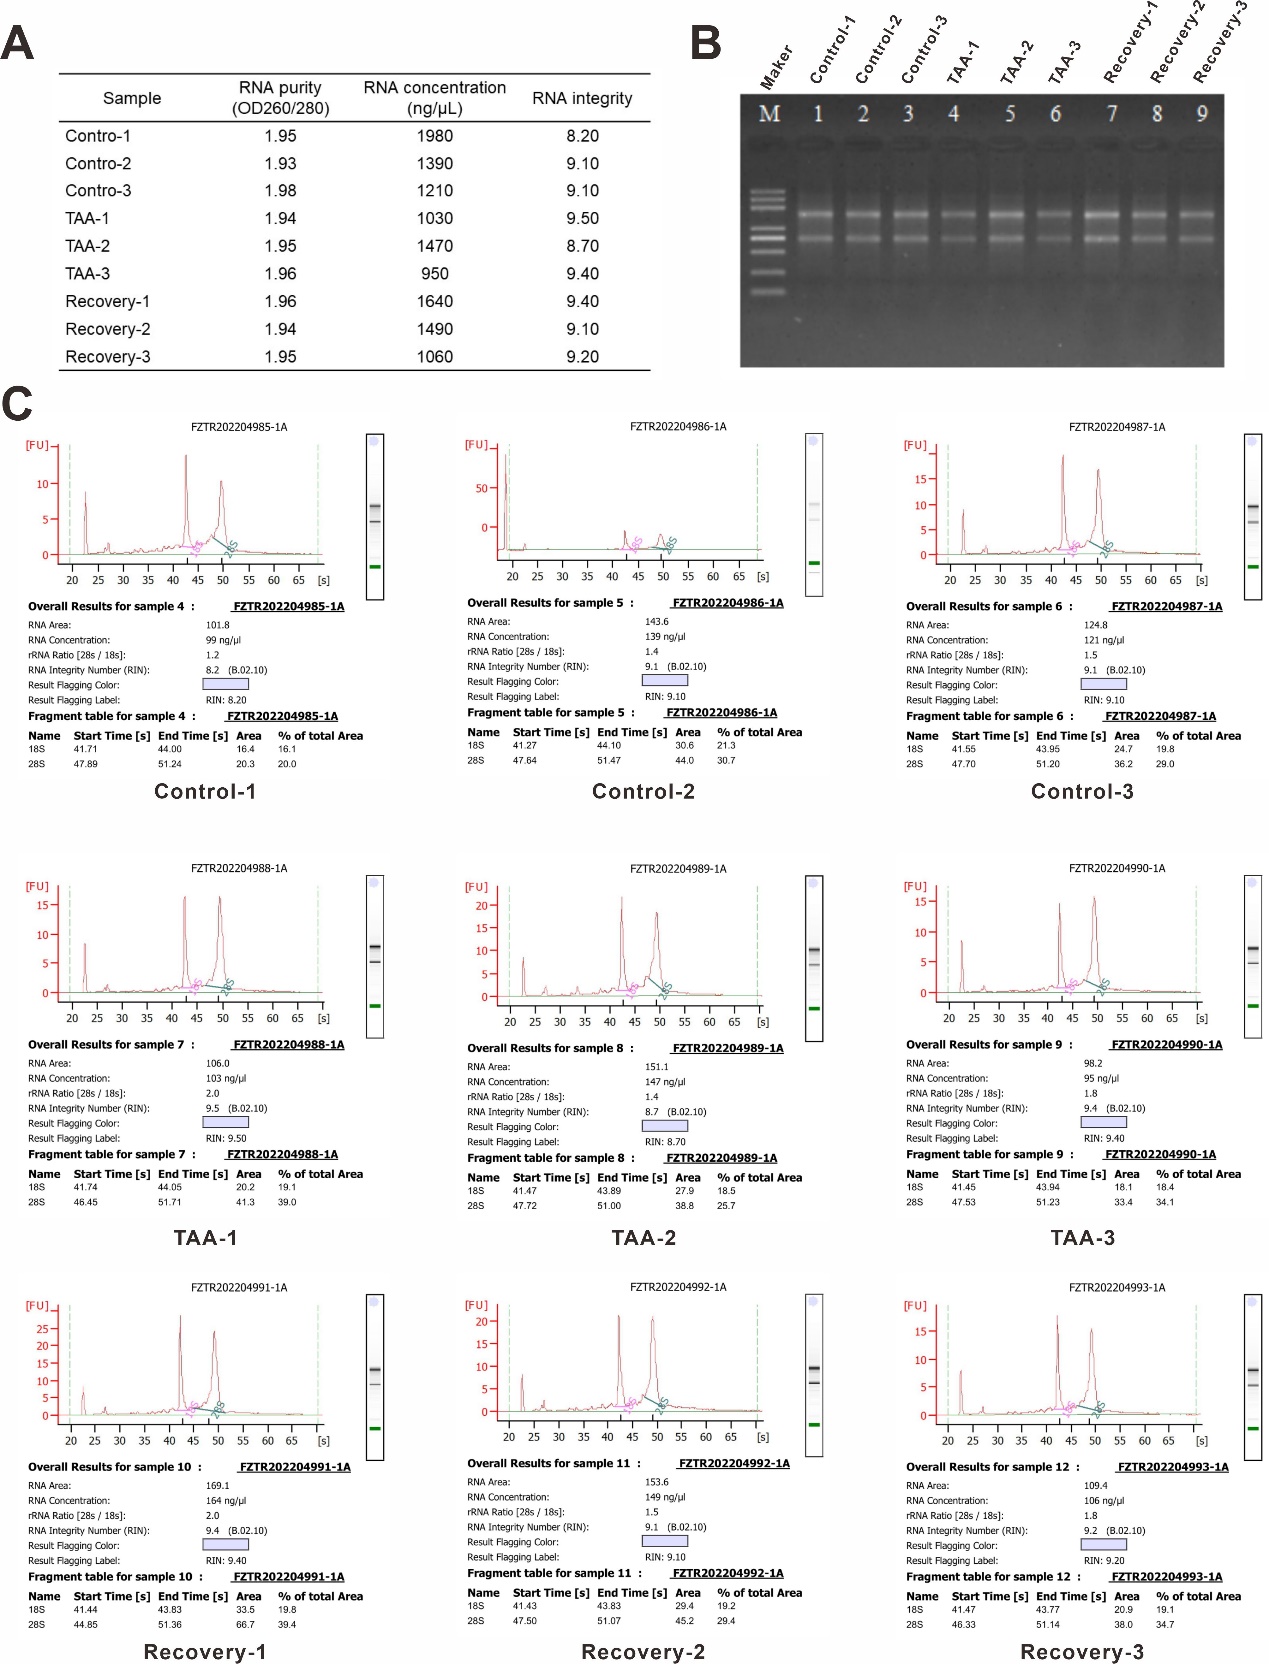
**

**Figure S1. Quality control and quantification of RNA samples.**

A: Detailed data proving the quality of RNA (purity, concentration and integrity). B: RNA degradation and contamination were monitored on 1% agarose gels. C: RNA integrity and quantity were determined by Agilent 2100.

# Supplementary material for: Integrated Analysis of Hepatic miRNA and mRNA Expression Profiles in the Spontaneous Reversal Process of Liver Fibrosis
**Source:** Front Genet. 2021 Jul 22;12:706341. doi: 10.3389/fgene.2021.706341
**Supplement:** Supplementary Figure 1 — Quality control and quantification of RNA samples.

**Table S1. Primer sequences for qRT-PCR**

| **RNA symbol** | **NCBI Reference Sequence** | **Sequence (5’-3’)** | | **Expected Product**  **Size** |
| --- | --- | --- | --- | --- |
| mmu-miR-1843a-5p |  | F | TATGGAGGTCTCTGTCTGACT | 21 bp |
| mmu-miR-193a-5p |  | F | TGGGTCTTTGCGGGCAAGATGA | 22 bp |
| mmu-miR-194-2-3p |  | F | CCAGTGGGGCTGCTGTTATCTG | 22 bp |
| mmu-miR-30c-2-3p |  | F | CTGGGAGAAGGCTGTTTACTCT | 22 bp |
| U6 snRNA | NC_000083.7 | F | TCGCTTCGGCAGCACATA | 59 bp |
|  |  | R | GGGGCCATGCTAATCTTCTC |  |
| *Lox* | NM_010728.3 | F | ACACGTCCTGTGACTATGGG | 168 bp |
|  |  | R | TGGGGTTTACACTGACCTTTA |  |
| *Loxl1* | NM_010729.3 | F | CCCATCTGTACTCCTTGCG | 223 bp |
|  |  | R | TCGTAGTGGCTGAACTCGTC |  |
| *Loxl2* | NM_033325.2 | F | GCTGTTTGGCTCTGCTTGT | 187 bp |
|  |  | R | CCCTCATTGTGCTTCCTCTT |  |
| *Loxl3* | NM_013586.5 | F | GCCACGTAGTCTGCGGTAT | 250 bp |
|  |  | R | TGACCAGTAAAGGTGGCATAA |  |
| *Gapdh* | NM_001289726.1 | F | CCTCGTCCCGTAGACAAAA | 252 bp |
|  |  | R | TCGCTCCTGGAAGATGGT |  |

qRT-PCR, quantitative real-time PCR; F: Forward; R: Reverse; Lox, lysyl oxidase; Loxl1, lysyl oxidase-like 1; Loxl2, lysyl oxidase-like 2; Loxl3, lysyl oxidase-like 3; Gapdh, glyceraldehyde-3-phosphate dehydrogenase.

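The primer sequences of Supplementary Table 1 were searched as exact matches in the annotated mouse transcripts. The Lox primers matched 2 transcripts with a product of 168 bp, the Loxl1 primers 1 transcript with 223 bp, the Loxl2 primers 2 transcripts with 187 bp and the Loxl3 primers 2 transcripts with 250 bp. The Loxl2 primers also matched 1 other gene, Gm21451. The Gapdh primers matched 6 Gapdh transcripts, of which 4 gave the 252 bp product, and 4 other genes (Gm10358, Gm3839, Gm5069 and Gm7336).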

How the deposited data were processed for this re-analysis (not part of the article)

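Liver RNA of 9 male C57BL/6 mice was sequenced by the authors as paired-end reads, 3 mice each in the control, TAA and recovery groups. The authors filtered the reads for quality, mapped them to the mouse genome (mm10) with HISAT2, counted them on genes with featureCounts and deposited the counts standardized as FPKM, with no further scaling between libraries. Read counts themselves were not used here. The small RNA libraries, the real-time PCR, the protein data and the histology were not analysed here. Samples were grouped by the condition that their labels give, and every column of the FPKM table was mapped to 1 mouse.

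The table lists 21873 genes, of which 4332 were at 0 in all 9 libraries and 14005 were above 0 in all of them. Between 14923 and 16562 genes were above 0 per library. For 27 genes the symbol had been changed to a date, and these genes were kept under their Ensembl identifier. The locus was identical to that in the GENCODE M21 annotation for 92.7% of the genes. Depth was estimated from the steps between low FPKM values multiplied by transcript length, and was 26.8 to 40.6 M fragments per library. In genes with 1 annotated transcript, 52.0% to 59.4% of the low values per library were whole numbers of fragments, where 16% would be whole by chance. Whole read numbers were therefore recoverable for only part of the values, and no analysis that needs exact counts was made. Replicate spread (SD, n = 3) was used as the error of each value, and intervals from counting were not computed.

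FPKM were divided by median-of-ratios factors computed over the genes above 0 in all 9 libraries, which is the principle of the normalization in DESeq2, the authors' tool. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(scaled FPKM + 0.1), for genes with a mean FPKM of at least 0.1. Each comparison used the 6 libraries of its groups. P values were adjusted by the Benjamini-Hochberg method over all tested genes, and DEGs had an FDR < 0.05 and a fold change of at least 2. The comparisons were the TAA group against the control group, the recovery group against the TAA group and the recovery group against the control group. Families fixed by gene symbol (16 of them) and marker lists were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment within each comparison. Files were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

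Genes named at a claim are those that the results text, Table 2 or Figure 7 (panels A, D and E) name. To these were added, for the recovery group against the TAA group and against the control group, the 5 DEGs with the largest rise and the 5 with the largest fall among genes without overlap between the groups, and members of the families and marker lists. Genes outside this rule are said to have been chosen after their values were seen.

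The steps were tested on simulated data, in which 13242 genes passed the filter. Of 200 genes given known changes, 199 were among these, and 49 of the highest genes were lowered as well. All 133 genes changed at least 4-fold were recovered (100%), as were 84.9% of the 199, with 4 false calls. The median log2 error of unchanged genes was 0.00182, against 0.32 without scaling. Few genes were changed in this simulation. In the real data, 7683 of 14094 tested genes had a limma adjusted p under 0.05 in the TAA group against the control group. The simulation thus does not show how the scaling behaves where many genes change. Alternatives to the pseudocount, the filter on low values, the scaling, the samples in a fit, the moderation of variances, the treatment of same-numbered mice, the test and the set of mice were tried. Lists of genes from Supplementary Tables 5 and 6 and from Figures 5B, 6B and 7D were used only to describe those genes, since they hold genes that the paper had called in the same libraries. Supplementary Table 3 was used as far as it could be read.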

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

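The tests of the sex-biased lists without multigene families and of the p53 targets were chosen only after the results they bear on had been seen. Adjusted p are from limma or its camera test with Benjamini-Hochberg adjustment, and medians of lists are relative to the median of all genes.

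The paper does not report a comparison of the recovery group with the control group, and this comparison gave 140 DEGs, with 3242 genes at an unadjusted p under 0.05. The 6 mice can be split into groups of 3 in 10 ways. In 4 of these splits all 3 same-numbered mice are parted, as in the real one, and only the real split, 1 of the 4, gave as many DEGs. The others of these gave at most 1 DEG. The remaining 6 splits part 1 set of same-numbered mice and gave at most 3. The share is never under 0.25 among 4 splits, nor under 0.1 among all 10, so these counts leave an accident of grouping untested. By the treatment schedule, recovery mice were also 8 weeks older. Treatment history and age coincide in this design and cannot be separated for these 140 genes. The depth was 34.6 to 40.6 M fragments in the recovery group and 26.8 to 35.6 M in the control group, and its part in these DEGs was not tested.

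Cdkn1a, which the paper does not discuss, was higher in the recovery group than in the control group by a log2 fold change of 3.81, with all 3 recovery mice above all 3 control mice (adjusted p = 0.00776, range over the alternatives 1.31e-04 to 0.107). Its mean scaled FPKM was 0.959 in the control group, 33.1 in the TAA group and 15.5 in the recovery group. A candidate explanation was p53 activity that remained in the recovery group. The other 25 p53 targets had a median 0.25 above all genes, 17 of the 25 were higher, and the camera p was 0.140. The test thus did not show remaining p53 activity. In the TAA group against the control group the same 25 genes had a median of 1.18 (18 of 25 higher, adjusted p = 0.00128), and in the recovery group against the TAA group of -0.61 (6 of 25 higher, adjusted p = 0.00171). As a single list, its adjusted p equals its camera p. With FPKM left as deposited these values were 0.0564 and 0.0515. The age of the mice was not tested as an explanation.

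Clock genes differed between the recovery and control groups. The 12 genes that peak with Dbp had a median of -1.34, with 11 of 12 lower (adjusted p = 8.37e-09, range over the alternatives 1.71e-10 to 2.13e-08). The 7 genes that peak with Arntl had a median of 0.54, with 6 of 7 higher (adjusted p = 0.00394, range 0.00698 to 0.0106). A different time of day at collection predicts that these lists move in opposite directions, and the larger adjusted p of these lists, 0.00394, passed the threshold set for that. In the other comparisons the lists did not both pass. In the TAA group against the control group, the Dbp list had a median of -0.897 (1 of 12 higher, adjusted p = 0.00154, range 4.09e-04 to 0.00153) and the Arntl list of 0.34 (4 of 7 higher, adjusted p = 0.770, range 0.756 to 0.969). From TAA to recovery, the medians were -0.53 (4 of 12 higher, adjusted p = 0.158, range 0.146 to 0.531) and 0.83 (5 of 7 higher, adjusted p = 0.119, range 0.0210 to 0.135). The lists thus moved in opposite directions from TAA to recovery as well, without passing the threshold there. A different hour of collection remains a candidate explanation. It cannot be told apart from the treatment or the age of the mice, which coincide with the group, and the hours of collection were not analysed here.

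Genes with sex-biased expression in liver changed in the TAA group. The 28 male-biased genes had a median of -2.53 against the control group, with 26 of 28 lower (adjusted p = 1.72e-12, range over the alternatives 1.29e-27 to 3.20e-12). The 33 female-biased genes had a median of 1.503, with 23 of 33 higher (adjusted p = 0.00274, range 9.92e-04 to 0.294). In the recovery group against the TAA group, the medians were 2.27 (27 of 28 higher) and -1.28 (5 of 33 higher). Female or mixed mice were tested through 4 Y chromosome genes, since Xist is not among the listed genes. The lowest library had 0.493 of the summed scaled FPKM of the highest, and the means were 60.1 in the control group, 38.9 in the TAA group and 53.9 in the recovery group, so no library lacked these genes and this explanation was excluded. Reads shared between near-identical paralogs were tested by leaving out multigene families. The 15 remaining male-biased genes kept a median of -1.89 (2 of 15 higher, adjusted p = 5.53e-07), whereas the 18 remaining female-biased genes had a median of 0.76 (11 of 18 higher, adjusted p = 0.258). From TAA to recovery, the remaining genes had medians of 1.78 (14 of 15 higher, adjusted p = 1.47e-06, range over the alternatives 9.56e-13 to 1.89e-04) and -1.196 (3 of 18 higher, adjusted p = 0.00675, range 0.00668 to 0.253). The rise of the female-biased list in the TAA group against the control group cannot be told apart from reads shared between paralogs, and with FPKM left as deposited it was not past the threshold either. The fall of the 18 remaining genes in recovery passed, except with FPKM left as deposited (adjusted p = 0.253). The fall of the male-biased genes may be an effect of TAA on the sex-biased program of the liver, as a hypothesis. Lists of 15 perivenous and 15 periportal hepatocyte genes fell as well. The summed FPKM of the perivenous list was 5835 to 6499 in the control libraries and 1396 to 1471 in the TAA libraries. For the periportal list these ranges were 5883 to 6551 and 4038 to 4541. A fall specific to sex-biased genes was thus not shown, and other technical explanations such as gene length were not tested.

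The skeletal muscle list of 28 genes, which the paper does not test, held 76.4% of its summed FPKM over the 9 libraries in TAA 3. The sums were 109.1 in TAA 3, 5.99 in TAA 1 and 5.20 in TAA 2, against 3.55 to 4.12 in the control group and 3.33 to 4.36 in the recovery group. RNA from skeletal muscle in that library is a candidate explanation. The test set for it asked for over 90% in 1 library, with TAA 1 and TAA 2 at the control level, and the first part was not met. After scaling, the sums were 4.65 in TAA 1 and 3.94 in TAA 2, against 4.29 to 4.69 in the control group, and 79.3 in TAA 3 (69.8% of the total). The list holds genes such as Neb and Eno3 that had FPKM in every library, and 7 genes that were above 0 only in TAA 3, counted after the values were seen. TAA 1 and TAA 2 were thus above the control group in the deposited sums and not after scaling. Tnnc1 and Tnnt1, singled out after their values were seen, had all 3 TAA mice above all 3 control mice after scaling (log2 fold changes of 1.24 and 1.33, adjusted p = 0.00646 and 0.0132), so for these genes the signal was not confined to TAA 3. For the list as a whole, the pattern cannot be told apart from muscle RNA in a single library. Of the 20 list genes outside Table 2, 20 were highest in TAA 3 among the TAA libraries, where 33.3% would be by chance. This count was chosen after the values were seen and is no test.

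Cyp11a1, Cyp11b1 and Star, genes of the adrenal cortex, had 39.4% of their summed FPKM over the 9 libraries in Recovery 3. RNA from adrenal tissue in that library is a candidate explanation, and the test set for it, over 90% in 1 library, was not met, because Star was above 0 in every library. The whole list of 10 adrenal genes had 11.1% in Recovery 3, against 12.4% in Recovery 1 and 11.5% in Recovery 2. Most of these sums was Scarb1, singled out after its values were seen, with a scaled FPKM of 26.4 to 50.8 over the 9 libraries. Cyp11a1 and Cyp11b1 alone had 94.6% in Recovery 3, a value computed after the result was seen. Of the 8 adrenal genes outside Table 2, 7 were highest in Recovery 3 among the recovery libraries, also counted afterwards. Cyp11a1 and Cyp11b1 were listed at 0 in Recovery 1 and Recovery 2, so a rise shared by the 3 recovery mice was not seen for them. The pattern cannot be told apart from adrenal RNA in 1 library.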

How the results depend on the processing

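The main settings, 13 alternatives for the DEG counts and 9 fits that each left out 1 mouse were chosen before the data were examined. One of the planned choices, limma's voom on read numbers recovered from the FPKM, could not be run with whole reads and was not run in that form. In its place, voom on approximate read numbers was added after seeing the data, as was the fit without a variance trend for gene families. Adjusted p are from limma with Benjamini-Hochberg adjustment, and the cause of a change was not tested unless a value below shows it.

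Against 2389 genes higher and 1131 lower in the TAA group, a pseudocount of 0.5 gave 1364 higher, a pseudocount of 1 gave 890 higher, a mean FPKM of at least 1 gave 1176 higher, FPKM left as deposited gave 4382 higher and 421 lower, and limma's treat gave 941 higher and 500 lower. Against 2014 genes lower and 1003 higher in the recovery group than in the TAA group, these settings gave 1109, 711, 975 and 3728 lower and, with FPKM as deposited, 409 higher, while treat gave 683 lower and 401 higher. For genes higher in the TAA group and lower again in recovery (1798), they gave 984, 635, 851 and 3331, and treat gave 584. For genes lower and then higher again (772), FPKM as deposited gave 315 and treat 336. Pseudocounts of 0.5 and 1 and a mean FPKM of at least 1 gave 990, 890 and 1028 genes lower in the TAA group. For genes higher in recovery than in TAA these 3 settings gave 832, 749 and 920. The excess of genes higher in TAA and lower in recovery was thus smaller or absent with them.

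FPKM left as deposited moved the median of all genes by 0.63 in the TAA group, -0.55 in recovery against TAA and 0.08 in recovery against control. The share of DEGs that were higher was 91.2% in TAA and 9.89% in recovery against TAA, in place of 67.9% and 33.2%. With quantile normalization these shares were 54.9% (1597 higher, 1311 lower) and 45.4% (1171 higher, 1407 lower).

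Between the recovery and control groups, 82 genes were higher and 58 lower. A pseudocount of 1 gave 40 higher, all 9 libraries in 1 fit 151 higher, and no variance trend 49 higher and 36 lower. With treat, 0 were higher and 0 lower, and 88 genes had an unadjusted p under 0.05. With the replicate number as a replicate block, 9 were higher and 8 lower. Same-numbered mice are different animals, and after removal of group means their correlation was -0.020 between control and TAA, -0.028 between TAA and recovery and 0.032 between control and recovery, so the numbers carry no pairing and the smaller counts with the block are not read as weaker effects. The fits that each left out 1 control or recovery mouse gave from 9 to 65 higher and from 15 to 39 lower. Those that left out 1 TAA mouse gave from 83 to 91 higher and from 60 to 65 lower. The former also have fewer mice to compare, which can lower their counts. At this same size, however, the total ranged from 27 DEGs without Recovery 3 to 100 without Recovery 1. The number of DEGs thus depended on which mouse was left out.

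The median share of the TAA change left in recovery stayed between 0.137 and 0.187 in all alternatives and leave-one-out fits run for it, within 1 SD of the main value.

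Of 16 families, 15 passed the threshold in recovery against TAA and 9 with FPKM as deposited. In recovery against control 7 passed, 4 with 10000 random lists, and from 4 to 10 across the fits that left out 1 mouse. Some families reversed. Kinesins (1.05 in TAA against control, -1.09 in recovery against TAA) went to -0.0778 in TAA against control (adjusted p = 0.591, range over alternatives 0.00171 to 0.591) and to 0.00608 in recovery against TAA (adjusted p = 0.703, range 8.00e-04 to 0.703) with a mean FPKM of at least 1. Complex I went to 9.75e-04 in TAA against control with quantile normalization (adjusted p = 0.599, range 1.06e-06 to 0.862). Ribosomal proteins in recovery against TAA (0.04) went to -0.0478 with a mean FPKM of at least 1 (adjusted p = 0.794) and -0.63 with quantile normalization (adjusted p = 5.96e-10, range 5.96e-10 to 0.820), and from -0.0101 to 0.0699 with 1 mouse left out. Keratins in recovery against control (-0.01) went to 0.0128 with quantile normalization (adjusted p = 0.907, range 0.498 to 1.00) and from -0.0900 to 0.120 with 1 mouse left out. Cytochromes P450 in recovery against control (0.0386) ranged from -0.0198 to 0.0371 with 1 mouse left out.

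Loxl4 went to -0.00123 in TAA against control with quantile normalization (adjusted p = 0.996, range 9.72e-04 to 1) and to -0.14 in recovery against TAA with FPKM as deposited (adjusted p = 0.661, range 0.0123 to 1). Among marker lists, with FPKM as deposited the female-biased list went to 1.34 in TAA against control (27 of 33 higher, adjusted p = 0.294, range 9.92e-04 to 0.294) and the Arntl list to 0.81 in recovery against TAA (4 of 7 higher, adjusted p = 0.0210, range 0.0210 to 0.135).

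Over all results, outside the fits that left out a mouse, 31 of 144 counts moved, and 69 of 1090 gene values changed, 59 weaker, 8 stronger and 2 reversed. Of 384 family values 39 changed, 28 weaker, 5 stronger and 6 reversed, and of 36 marker list values 2 changed. With 1 mouse left out, 11 of 81 counts, 31 of 462 gene values (29 weaker, 2 stronger) and 22 of 288 family values (11 weaker, 5 stronger, 6 reversed) changed. The depth limits genes with few fragments, whose fold changes depend on the pseudocount.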

Differences from the paper's values

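Supplementary Table 3 of the paper gives 85 log2 fold changes, for genes that the paper names, that were also computed here. In 34 of them the difference was larger than the spread between mice. All 85 had the same sign, the 34 were each closer to 0 here, and 66 of the 85 were closer to 0 here. Of the paper's counts of DEGs and reversed genes, none differed from the paper's by more than 1.5 times. A value is said below to close the gap where it lay within the spread between mice of the paper's value, and the alternatives were chosen before the data were examined unless said otherwise.

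For 5 values no alternative gave a value within the spread of the paper's. Every library of their lower group had an FPKM under the pseudocount of 0.1, so the pseudocount limits these log2 fold changes. They are lower bounds on the size of the change. For Mup19 and Cfap44 they thus show no disagreement with the paper's larger values. For Col7a1 the value reached at most 2.54 over the settings tried, which leaves a difference from the paper's. For Mybpc1, 98.9% of the summed FPKM of the TAA group was in TAA 3, so its value rests on 1 library. The log2 fold change of Mup19 was -12.51 in the TAA group against the control group, where the paper's is -16.802, and 10.12 in the recovery group against the TAA group, where the paper's is 14.667. In the TAA group, it was 2.62 for Cfap44 against the paper's 6.2333, 1.09 for Mybpc1 against the paper's 6.1004, and 1.08 for Col7a1 against the paper's 3.5204. With a pseudocount of 0.01 they were -15.49, 13.10, 5.43, 2.12 and 2.18, in the same order. For Cfap44, voom on approximate read numbers, chosen after seeing the values, gave 6.81.

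For S100g in the TAA group (5.17 here, 7.5502 in the paper) and Col7a1 in recovery (-1.45 here, -3.7325 in the paper), a pseudocount of 0.01 closed the gap and no other alternative did. For Foxm1 in the TAA group (3.34 here, 4.0353 in the paper), a pseudocount of 0.01 and FPKM left as deposited did, and the others did not.

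FPKM left as deposited closed the gap for Col12a1 in the TAA group (1.23 here, 2.1389 in the paper) and for Fkbp10 in the TAA group (2.23 here, 3.1029 in the paper) and in recovery (-1.68 here, -2.4174 in the paper), and the other alternatives did not. For Mmp2 in the TAA group (3.83 here, 4.5648 in the paper), FPKM left as deposited and the fits without Control 3 and without TAA 2 closed it, and the others did not.

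A pseudocount of 0.01, and voom on approximate read numbers, which was chosen after seeing the values, closed the gap for the values that follow, and the other alternatives did not. In the TAA group these were Mup1 (-10.15 here, -12.94 in the paper), Elovl3 (-8.42 here, -9.3471 in the paper), Slc1a2 (-8.62 here, -9.8417 in the paper), Mfap2 (3.603 here, 5.2127 in the paper), Kdelr3 (3.69 here, 5.6056 in the paper) and Cspg4 (1.42 here, 3.13 in the paper). In recovery these were Mup8 (9.56 here, 12.444 in the paper), Mup1 (8.78 here, 11.207 in the paper), Elovl3 (9.69 here, 10.642 in the paper), Slc1a2 (7.91 here, 9.178 in the paper), Mfap2 (-3.52 here, -4.9115 in the paper), Kdelr3 (-3.45 here, -4.7876 in the paper) and Cspg4 (-1.34 here, -2.6962 in the paper).

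The same settings, voom again chosen after seeing the values, and some fits that left out 1 mouse closed the gap for another 4 values, and the other alternatives did not. These were Mup8 in the TAA group (-8.57 here, -12.76 in the paper), also without Control 1, Loxl2 in recovery (-2.75 here, -2.916 in the paper), also without Recovery 3, Col16a1 in the TAA group (2.31 here, 2.5963 in the paper), also without Control 2, Control 3 or TAA 2, and Fstl1 in the TAA group (3.75 here, 4.0028 in the paper), also without Control 3 or TAA 2.

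A pseudocount of 0.01, FPKM left as deposited, and voom on approximate read numbers, chosen after seeing the values, each closed the gap for Col12a1 in recovery (-1.57 here, -2.0373 in the paper) and Lox in the TAA group (3.66 here, 4.494 in the paper), and the others did not. With these settings, voom again chosen after seeing the values, the gap was also closed for Foxm1 in recovery (-2.66 here, -2.9939 in the paper), as it was without Recovery 3, and for Adamts14 in the TAA group (1.19 here, 1.6776 in the paper) and in recovery (-1.005 here, -1.3923 in the paper), as it was without TAA 2, and the other alternatives did not close it.

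Some genes that the paper lists as DEGs were not DEGs here. Rdh16f1, Myh2, Actn2, Ckmt2, Myl1, Pvalb, Myh4 and Mybpc1 were tested and were DEGs in neither comparison with any setting. Acta1 (3.04 in the TAA group, limma adjusted p with Benjamini-Hochberg adjustment of 0.167, and -3.04 in recovery, adjusted p = 0.166) was a DEG only with a pseudocount of 0.01. Npy in the TAA group (2.57, limma adjusted p = 0.0797) was a DEG with FPKM left as deposited, with all 9 libraries in 1 fit, and without Control 1 or TAA 1. Loxl3 in recovery (-0.93, limma adjusted p = 0.00255) was a DEG with a pseudocount of 0.01, with FPKM left as deposited, without Recovery 2, and with voom on approximate read numbers, which was chosen after seeing the values. Cyp11b1, Sult3a1, Gabra5, Cyp11a1, Rspo2, Tmem132d, Cdh9, Cntnap5a, St18, Usp9y and Arhgap26 were under the mean FPKM minimum and were DEGs with no setting. Adamts16, also under it, was a DEG in both comparisons with no filter on low values and in each fit that left out 1 control or 1 recovery mouse.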

Other observations

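The test of genes that rest on 1 library was chosen only after its result was seen.

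The median-of-ratios factors moved the TAA group against the control group by 0.64 on the log2 scale. A few genes taking most of the fragments were tested as an explanation. With FPKM renormalized without the 50 genes highest in the control group, the shift was 0.448, where a value within 0.1 of 0 was the prediction. These 50 genes had 29.3% of the fragments in the control group, 19.1% in the TAA group and 29.9% in the recovery group. Leaving out 200, 500 and 1000 genes gave shifts of 0.306, 0.211 and 0.129. The highest 50 genes thus account for only part of the shift, and whether the total amount of mRNA per cell changed was not tested.

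For the TAA group against the control group, 1 of the 4 splits that part all 3 same-numbered mice, the real one, gave as many as 3520 DEGs, and the others gave at most 2. For the recovery group against the TAA group the same held, with 1 of 4 splits for 3017 DEGs and at most 2 in the others. The other 6 of the 10 splits, which part 1 set of same-numbered mice, gave at most 2 DEGs in each comparison. Among the 4 splits compared the share is never under 0.25, and among all 10 splits, of which only the real one gave as many DEGs, never under 0.1, so these counts leave an accident of grouping untested.

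Of the 40 genes of Table 2, 28 were tested and 18 were reversed. Of the 20 genes listed as higher in recovery, 11 were tested and 11 reversed, and of the 20 listed as lower, 17 were tested and 7 reversed. Of the 22 genes that were not reversed here, 17 (77.3%) had over 90% of the summed FPKM of their higher group in 1 library. This is consistent with values that rest on 1 library. TAA 3 was that library for Acta1, Myh2, Actn2, Ckmt2, Myl1, Pvalb, Myh4, Mybpc1, Usp9y and Arhgap26, TAA 1 for Rdh16f1, Recovery 3 for Cyp11a1, Cyp11b1 and Tmem132d, Recovery 1 for Gabra5, and Recovery 2 for Rspo2 and Cntnap5a. In 15 of the 40 genes the highest FPKM was under 1. In the part of Supplementary Table 3 that was read, 685 of 735 tested genes that fell in TAA (745 listed) and 898 of 1008 tested genes that rose (1251 listed) were reversed here, and 34 of the latter (2.72%) had over 90% in 1 library.

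In the recovery group against the control group, 7 of the 16 families passed the threshold in camera with Benjamini-Hochberg adjustment. Relative to all genes, the collagens had a median log2 fold change of 0.30 (27 of 33 higher, adjusted p = 0.00412), the lysyl oxidases of 0.59 (5 of 5 higher, adjusted p = 0.0234), the laminins of 0.33 (9 of 11 higher, adjusted p = 0.0234), and the major urinary proteins of -1.10 (3 of 20 higher, adjusted p = 4.00e-06). The acyl-CoA dehydrogenases had -0.26 (2 of 10 higher, adjusted p = 0.0234), the ribosomal proteins 0.17 (63 of 88 higher, adjusted p = 2.66e-05) and complex I 0.10 (26 of 36 higher, adjusted p = 0.00412). Against 10000 random lists matched on mean expression, the lysyl oxidases and laminins (adjusted p = 0.0592 each) did not pass. Nor did the acyl-CoA dehydrogenases (adjusted p = 0.0658), whereas the other families named here did.

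The Acta2 mRNA, which encodes alpha-SMA, had a scaled FPKM of 1.13 in the control group, 5.17 in the TAA group and 1.13 in the recovery group, with log2 fold changes of 2.15 (adjusted p = 0.00190, limma with Benjamini-Hochberg adjustment) and -2.26 (adjusted p = 0.00414). All 3 TAA mice were above all mice of the other groups. Gapdh, the reference gene of the real-time PCR, had an FPKM of 1.17 to 3.93 in 8 libraries and 59.3 in TAA 3. Its reads can be shared with the pseudogenes that its primers also match.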
